# Impaired β-cell glucokinase as an underlying mechanism in diet-induced diabetes

**DOI:** 10.1242/dmm.033316

**Published:** 2018-06-13

**Authors:** Brian Lu, Kiran Kurmi, Miguel Munoz-Gomez, Egon J. Jacobus Ambuludi, Jason M. Tonne, Kuntol Rakshit, Taro Hitosugi, Yogish C. Kudva, Aleksey V. Matveyenko, Yasuhiro Ikeda

**Keywords:** Glucokinase, Diet-induced diabetes, Insulin secretion, Islet biology, Gene therapy

## Abstract

High-fat diet (HFD)-fed mouse models have been widely used to study early type 2 diabetes. Decreased β-cell glucokinase (GCK) expression has been observed in HFD-induced diabetes. However, owing to its crucial roles in glucose metabolism in the liver and in islet β-cells, the contribution of decreased GCK expression to the development of HFD-induced diabetes is unclear. Here, we employed a β-cell-targeted gene transfer vector and determined the impact of β-cell-specific increase in GCK expression on β-cell function and glucose handling *in vitro* and *in vivo*. Overexpression of GCK enhanced glycolytic flux, ATP-sensitive potassium channel activation and membrane depolarization, and increased proliferation in Min6 cells. β-cell-targeted GCK transduction did not change glucose handling in chow-fed C57BL/6 mice. Although adult mice fed a HFD showed reduced islet GCK expression, impaired glucose tolerance and decreased glucose-stimulated insulin secretion (GSIS), β-cell-targeted GCK transduction improved glucose tolerance and restored GSIS. Islet perifusion experiments verified restored GSIS in isolated HFD islets by GCK transduction. Thus, our data identify impaired β-cell GCK expression as an underlying mechanism for dysregulated β-cell function and glycemic control in HFD-induced diabetes. Our data also imply an etiological role of GCK in diet-induced diabetes.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** β-cell glucokinase expression is decreased in diet-induced diabetes. β-cell-targeted overexpression of glucokinase improved the diabetic phenotype, suggesting an etiological role of glucokinase downregulation in diet-induced diabetes.

## INTRODUCTION

The link between glucose metabolism and high dietary fat is well established in animal models (Lichtensteina and Schwabb, 2000). High-fat diet (HFD) feeding in mice leads to obesity and insulin resistance, and is commonly used as a model for diet-induced diabetes (Peyot et al., 2010; Surwit et al., 1988; Winzell and Ahrén, 2004). β-cells in mice initially respond to the increased insulin demand with compensatory β-cell proliferation (Ahrén et al., 2010), but with chronic HFD, failing β-cell function eventually leads to glucose intolerance and hyperglycemia (Peyot et al., 2010; Winzell and Ahrén, 2004). This HFD-induced defect in β-cell function has previously been linked to downregulation of islet glucokinase (GCK), a key regulator of glucose metabolism. HFD feeding reduces *Gck* mRNA and GCK protein by up to 45% compared with isoenergetic high-carbohydrate feeding in rats (Kim et al., 1995). *Ex vivo* islet studies also show reduction in *Gck* mRNA and GCK protein after co-culture with palmitate (Gremlich et al., 1997; Yoshikawa et al., 2001). In accordance with these observations, reduced GCK expression in islets has been found in patients with type 2 diabetes (Del Guerra et al., 2005; Gunton et al., 2005; Taneera et al., 2014). However, owing to the expression of GCK in both β-cells and hepatocytes, elucidating the contributions of altered GCK expression/activity to HFD-induced diabetes in a β-cell-specific manner has been challenging. In particular, the etiological role of impaired GCK expression in HFD-induced diabetes remains poorly understood.

In this study, we employed a β-cell-targeted adeno-associated viral (AAV) vector system (Tonne et al., 2015) and determined the impact of increased β-cell-specific GCK expression on β-cell function in HFD-induced diabetes. Our results demonstrate that improved GCK expression in β-cells restores glucose-stimulated insulin secretion (GSIS), lowers fasting blood glucose and improves glucose tolerance in a mouse model of HFD-induced diabetes, indicating a crucial role of impaired β-cell GCK expression in diet-induced diabetes.

## RESULTS

### GCK increases glycolytic flux, intracellular Ca^2+^ concentration and β-cell proliferation

To understand the effect of GCK overexpression in β-cells, we first increased GCK expression in a β-cell line *in vitro*. Min6 cells were transduced with lentiviral vector expressing GCK (LV-GCK) and selected using puromycin. Transduction by GCK-expressing lentiviral vector resulted in enhanced GCK expression in Min6 cells (Fig. 1A; Fig. S1). When incubated with the fluorescent glucose analog 2-deoxy-2-[(7-nitro-2,1,3-benzoxadiazol-4-yl)amino]-D-glucose (2-NBDG), GCK overexpression significantly enhanced the fluorescent intensity of Min6 cells, indicating increased glucose uptake by GCK overexpression (Fig. 1B). Because GCK catalyzes the first step of glycolysis, we then tested the glycolytic flux of GCK-overexpressing Min6 cells by ^13^C-glucose tracing. After incubating the cells with U-13C6 D-glucose for 18 h, we found significantly increased ^13^C-labeled lactate (Fig. 1C), indicating increased glycolytic flux in GCK-overexpressing Min6 cells. To determine relative changes in intracellular Ca^2+^ concentration, we transduced Min6 cells with lentiviral vectors expressing the Ca^2+^-dependent fluorescent protein RCaMP1h and selected using puromycin, establishing the Min6 RCaMP1h cell line. Similar expression of RCaMP1h in control Min6 RCaMP1h cells and Min6 RCaMP1h cells further transduced with lentiviral vector expressing GCK was verified using quantitative reverse transcription polymerase chain reaction (RT-qPCR) (Fig. S2A,B). Analysis of live-cell images of Min6 RCaMP1h cells and Min6 RCaMP1h cells overexpressing GCK showed no change in glucose-dependent Ca^2+^ flux (Fig. S3A,B), which corresponded with the lack of changes in GSIS found in these cells (Fig. S3C). However, we observed increased Ca^2+^-dependent fluorescence in RCaMP1h-expressing Min6 cells overexpressing GCK (Fig. 1D,E; Figs S2C and S3B), indicating elevated cytoplasmic Ca^2+^ concentration. Min6 cells overexpressing GCK also showed an increased JC-1 ratio, indicating an increase in mitochondrial potential-dependent JC-1 aggregation (Fig. 1F). Vector-mediated GCK overexpression also led to an increase in relative cell counts 48 h after cell seeding (Fig. 1G). Inhibition of ATP-sensitive potassium (K_ATP_) or Ca^2+^ channel depolarization with 200 µM NN414 or 28.9 µM nifedipine, respectively, abolished the increase in relative cell count in GCK-overexpressing Min6 cells without increasing cytotoxicity (Fig. 1G; Fig. S4), suggesting roles of K_ATP_ or Ca^2+^ channel depolarization in GCK-mediated enhancement of β-cell proliferation. RT-qPCR of GCK-overexpressing Min6 cells showed elevated levels of *Irs2* and *Ccnd2* transcripts (Fig. 1H,I), which is consistent with previous studies implicating the cyclin D2 pathway in glucose-mediated β-cell proliferation (Porat et al., 2011; Salpeter et al., 2011; Stamateris et al., 2016).

**Fig. 1.**
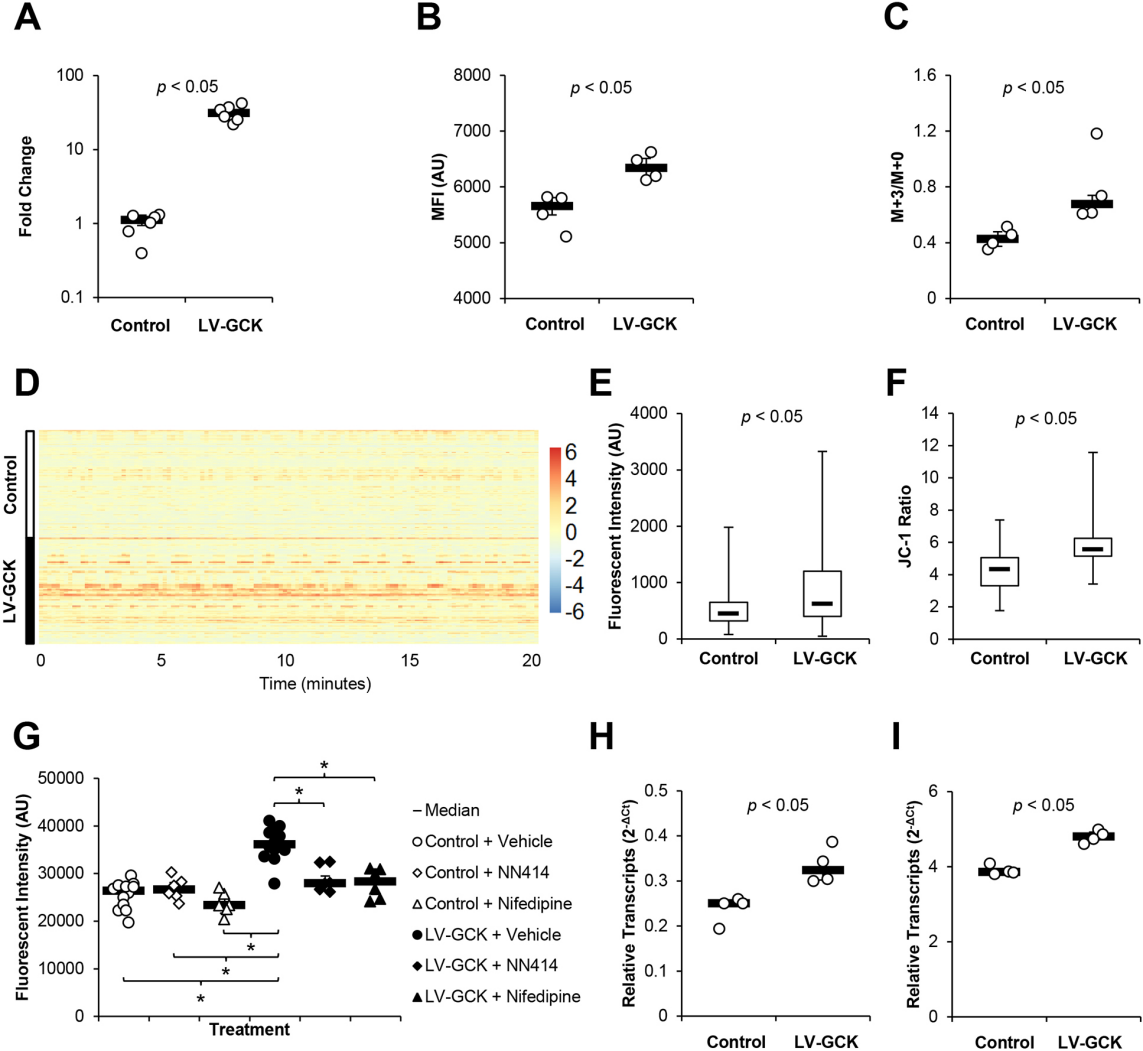
**GCK increases glycolytic flux and enhances β-cell proliferation.** GCK was overexpressed in Min6 cells by transduction with lentiviral vector expressing GCK under the mouse insulin 2 promoter (SIN-mIP2-GCK). (A) Densitometry analysis of immunoblot of nontransduced control Min6 cells and Min6 cells transduced with lentiviral vector SIN-mIP2-GCK. (B) Mean fluorescent intensity (MFI; in arbitrary units, AU) of Min6 cells as measured by flow cytometry following overnight incubation with fluorescent glucose analog 2-deoxy-2-[(7-nitro-2,1,3-benzoxadiazol-4-yl)amino]-D-glucose (2-NBDG) (*n*=4 per group). (C) Ratio of ^13^C-labeled lactate to unlabeled lactate following overnight incubation with U-13C6 D-glucose was measured by gas chromatography mass spectrometry (GC/MS) (*n*=4 per group). (D) Single-cell Ca^2+^-dependent RCaMP1h fluorescent intensity trace (*n*=210-213 per group). Color scale indicates z-scores normalized per time frame. (E) Fluorescent image analysis of median Ca^2+^-dependent RCaMP1h fluorescent intensity during the trace shown in D. (F) JC-1 ratio of nontransduced control Min6 cells and Min6 cells overexpressing GCK was determined using a JC-1 Mitochondrial Membrane Potential Assay Kit (Cayman Chemical). (G) Relative cell numbers following incubation with vehicle, NN414 or nifedipine was determined using the CyQUANT NF Proliferation Assay (Thermo Fisher Scientific) 2 days after seeding (*n*=6-12 per group). (H) Relative expression of *Irs2* transcripts in nontransduced control and GCK-overexpressing Min6 cells (*n*=4 per group). (I) Relative expression of *Ccnd2* transcripts in nontransduced control and GCK-overexpressing Min6 cells (*n*=4 per group). Results are shown as scatter plots with medians (black bars)±MAD, heatmap or box plots. Whiskers represent minimum and maximum values. *P<0.05.

### β-cell-targeted GCK transduction has minimal effects on β-cell function in chow-fed mice

We next tested the effects of GCK overexpression in β-cells of chow-fed mice. We employed the β-cell-targeted adeno-associated viral (AAV) vector system, which facilitated selective transgene expression under the control of the mouse *Ins2* promoter (mIP2) (El Khatib et al., 2015; Tonne et al., 2015). mIP2 promoter restriction was confirmed by luciferase imaging of mice treated with AAV serotype 8 (AAV8) vectors expressing luciferase and GFP, AAV-mIP2-luciferase and AAV-mIP2-GFP (Fig. 2A-C). We generated β-cell-targeted AAV8 vector expressing mouse GCK, AAV-mIP2-GCK, which was then delivered via intraperitoneal injection (Fig. 3A,B). Mice were killed for analysis after the vector was allowed to express for 2 weeks. Efficient AAV vector transduction of the pancreas and increased *Gck* expression were confirmed by RT-qPCR (Fig. 2D-E; Fig. S5). RT-qPCR also confirmed no changes in liver *Gck* expression following AAV vector delivery (Fig. 2J), although a low level of AAV-derived *Gck* transcripts was detectable (Fig. 2F). β-cell-targeted GCK transduction did not cause hypoglycemia, and intraperitoneal glucose tolerance test (IPGTT) conducted 2 weeks post vector administration showed no changes in glucose tolerance (Fig. 3C-E). Similarly, no change was detected in plasma C-peptide during IPGTT (Fig. 3F,G). To assess β-cell proliferation, BrdU was introduced in the drinking water 1 week after vector administration for 1 week. Confocal microscopy analysis showed no significant difference in the percentage of insulin^+^ cells that were BrdU^+^ (Fig. 3H; Fig. S6). We also found no changes in insulin^+^ area (Fig. 3I; Fig. S7). Together with the increase in insulin^+^ TUNEL^+^ apoptotic cells (Fig. 3J; Fig. S8), we concluded that β-cell-targeted GCK transduction leads to an increase in β-cell turnover, without strongly affecting glucose metabolism in chow-fed mice. To check for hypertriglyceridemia, we also measured triglyceride concentrations in plasma. No changes in plasma triglyceride concentrations were detected (Fig. 3K).

**Fig. 2.**
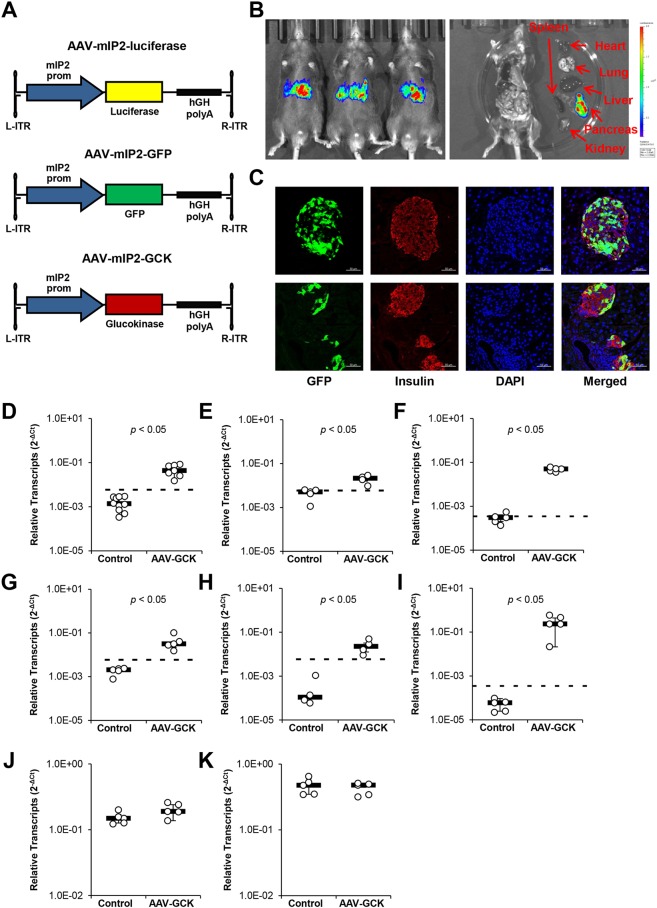
**mIP2-restricted AAV expression.** PBS control or AAV vectors were administered via intraperitoneal injection. Mice were sacrificed for analysis 2 weeks after injection. (A) Schematics of AAV vector constructs with mIP2 driving expression of luciferase (AAV-mIP2-luciferase, top), GFP (AAV-mIP2-GFP, middle), and mouse GCK (AAV-mIP2-GCK, bottom) followed by the human growth hormone (hGH) poly-A. (B) Luminescence imaging of whole mice injected with AAV-mIP2-luciferase. Color scale represents luminescence in radiance (p/s/cm^3^/sr; minimum, 2×10^5^; maximum, 2×10^6^). (C) Representative fluorescent confocal microscopy images of pancreatic islets (top) with surrounding exocrine tissue (bottom) from AAV-mIP2-GFP-treated mice. Green, GFP; red, insulin; blue, DAPI. Scale bars: 50 µm. (D) Relative expression of AAV-specific *Gck* transcripts (GenBank BC011139.1) in pancreases of 8-month-old mice fed a chow diet (*n*=7-10 per group). (E) Relative expression of AAV-specific *Gck* transcripts (GenBank BC011139.1) in isolated islets of 8-month-old mice fed a chow diet (*n*=4-5 per group). (F) Relative expression of AAV-derived *Gck* transcripts in livers of 8-month-old mice fed a chow diet (*n*=5 per group). (G) Relative expression of AAV-specific *Gck* transcripts (GenBank BC011139.1) in pancreases of 8-month-old mice fed a HFD (*n*=5 per group). (H) Relative expression of AAV-specific *Gck* transcripts (GenBank# BC011139.1) in isolated islets of 8-month-old mice fed a HFD (*n*=5 per group). (I) Relative expression of AAV-derived *Gck* transcripts in livers of 8-month-old mice fed a HFD (*n*=5 per group). (J) Relative expression of total (endogenous and exogenous) *Gck* transcripts in livers of 8-month-old mice fed a chow diet (*n*=5 per group). (K) Relative total expression of total (endogenous and exogenous) *Gck* transcripts in livers of 8-month-old mice fed a HFD (*n*=5 per group). Dashed lines indicate the limit of detection. Results are shown as scatter plots with medians (black bars)±MAD.

**Fig. 3.**
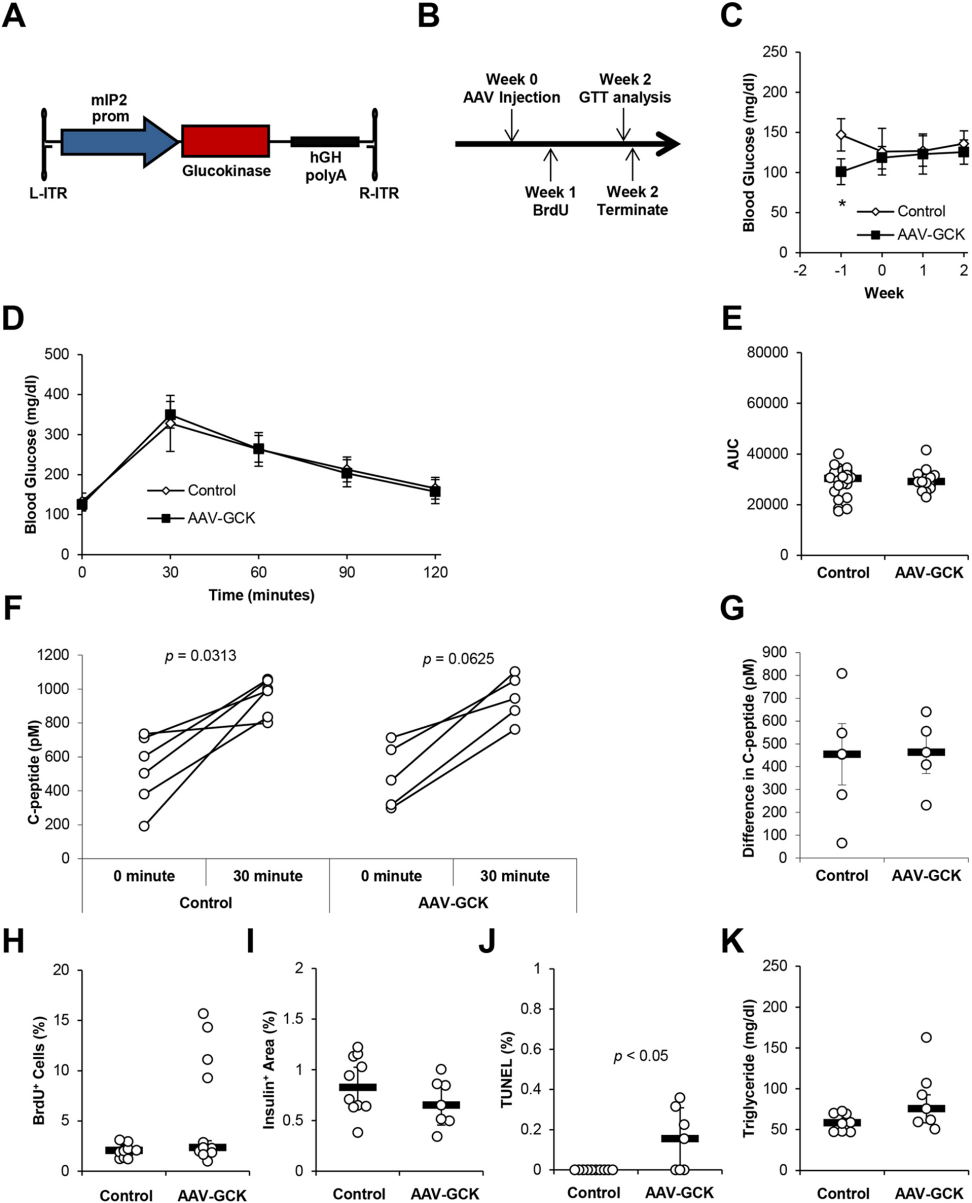
**GCK overexpression has minimal effects on β-cell proliferation and function in mice fed a chow diet.** (A) Schematic of AAV-mIP2-GCK vector construct with mIP2 driving expression of mouse GCK followed by the hGH poly-A. (B) Mice were administered PBS control or 3.3×10^13^ AAV-mIP2-GCK genome copy (gc)/kg body weight via intraperitoneal injection. BrdU was administered through drinking water *ad libitum* 1 week after AAV injection. Intraperitoneal glucose tolerance test (IPGTT) was performed 2 weeks following AAV injection. Mice were then killed for analysis. (C) Weekly blood glucose was measured following a 6-h fast. (D) IPGTT after a 6-h fast 2 weeks following AAV delivery (*n*=16-25 per group). (E) Area-under-the-curve analysis of the IPGTT shown in D (*n*=16-25 per group). (F) Plasma C-peptide before and 30 min after injection of glucose during IPGTT (*n*=5-6 per group). (G) Difference between plasma C-peptide before and 30 min after injection of glucose during IPGTT (*n*=5-6 per group). (H) Insulin^+^ BrdU^+^ cells as a percentage of insulin^+^ cells was counted from fluorescent confocal microscopy images of mouse pancreas sections (*n*=11-13 per group). (I) Insulin^+^ area as a percentage of total pancreas area was determined by anti-insulin HRP staining of mouse pancreas sections (*n*=7-10 per group). (J) Percentage of TUNEL^+^ insulin^+^ cells was counted from fluorescent confocal microscopy images of mouse pancreas sections (*n*=7-10 per group). (K) Plasma triglyceride concentration was measured 2 weeks after vector injection (*n*=7-8 per group). Results are shown as scatter plots with medians (black bars)±MAD or line graphs with medians±MAD, *P<0.05.

### Increased GCK expression in HFD-induced diabetes restores β-cell function and improves glucose tolerance

We then determined the role of GCK expression in HFD-induced diabetes. Mice were fed a HFD for 6 weeks, followed by AAV-mIP2-GCK vector or mock treatment for 2 weeks (Fig. 4A). Mice fed a HFD for 6 weeks had increased body weight, elevated fasting glucose and impaired IPGTT compared with age-matched mice fed a chow diet (Fig. S9). Efficient AAV vector transduction of the pancreas and increased *Gck* expression in HFD mice were confirmed by RT-qPCR (Fig. 2G-H; Fig. S5). RT-qPCR verified reduced islet *Gck* expression in HFD-fed mice compared with chow-fed mice and increased *Gck* expression 2 weeks following AAV transduction (Fig. 4B). Similar to observations in chow-diet mice, no changes in liver *Gck* were detected following AAV vector injection, despite a small, but detectable, level of AAV-derived *Gck* transcripts in the liver (Fig. 2I,K). β-cell-targeted GCK transduction significantly reduced fasting blood glucose levels 1 week after vector administration (Fig. 4C). When IPGTT was conducted 2 weeks post vector administration, blood glucose levels 120 min and 150 min after glucose injection were also significantly lower than those of HFD controls (Fig. 4D), resulting in a trend towards decreased area under the curve (Fig. 4E). In comparison, AAV-mediated expression of ANGPTL8 (betatrophin), which does not affect β-cell function (Cox et al., 2016; Gusarova et al., 2014; Liu et al., 2018), had no effect on glucose tolerance test in HFD mice in parallel experiments, suggesting that the improved glucose clearance was not caused by transduction by AAV (Fig. S10). These observations indicate improved glucose clearance following GCK overexpression. Concomitantly, GCK-overexpressing HFD mice showed an increased median difference in plasma C-peptide 30 min following glucose injection, suggesting improved GSIS in vector-treated HFD mice (Fig. 4F,G). Although HFD increased the insulin^+^ area in control mice compared with chow-fed control mice as expected (Fig. S9E), AAV-mIP-2-GCK administration led to a small but significant decrease in insulin^+^ area in HFD mice without changing insulin^+^ BrdU^+^, and insulin^+^ TUNEL^+^, staining (Fig. 4H-J; Fig. S6-S8). Notably, a significant increase was detected in plasma triglycerides (control, 75.6 mg/dl; treated, 97.4 mg/dl) (Fig. 4K). The improved GSIS despite decreased insulin^+^ area suggests that enhanced β-cell GCK expression improves glucose handling in HFD-induced diabetes through improved β-cell function rather than increased β-cell mass.

**Fig. 4.**
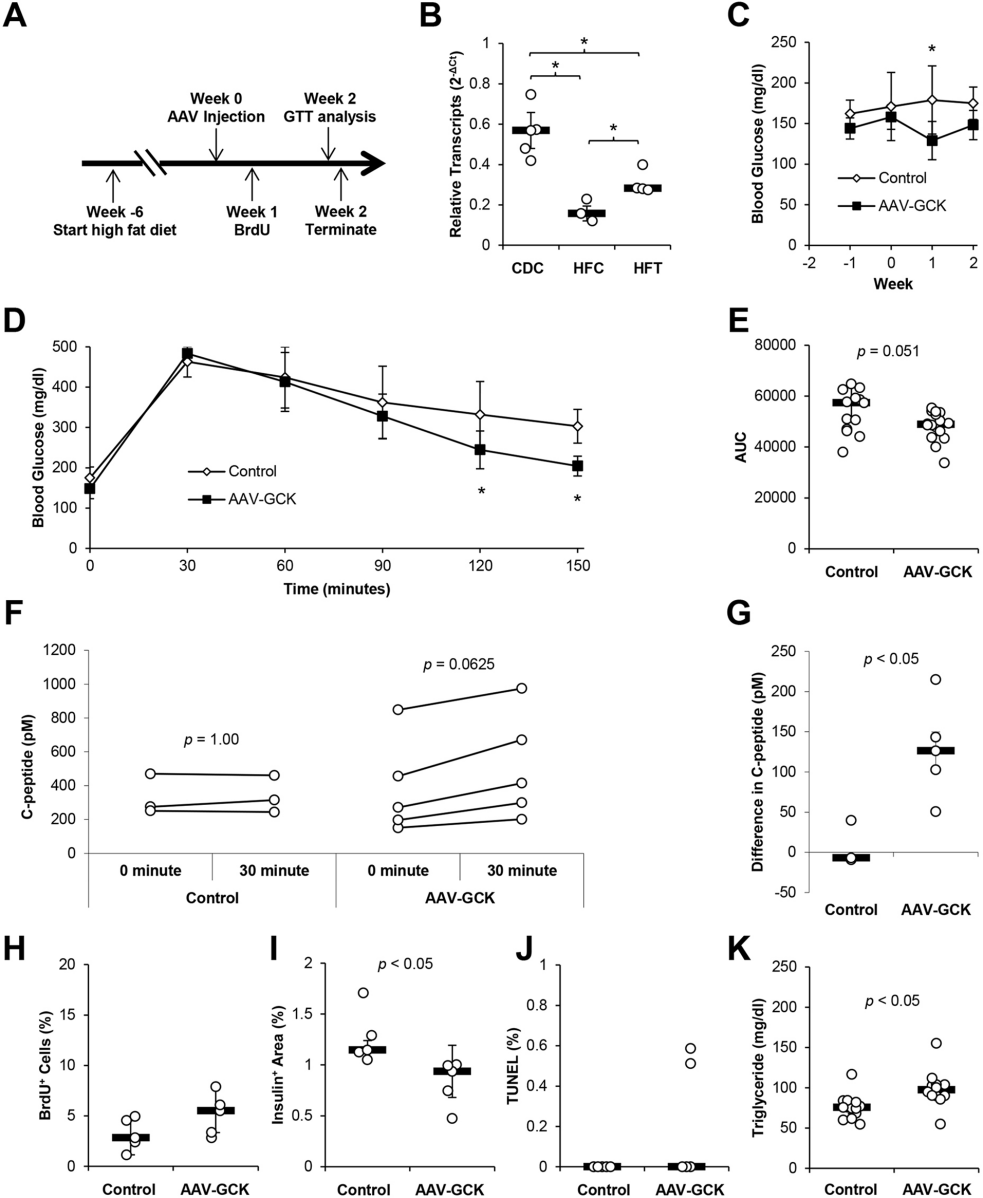
**Increased GCK expression in HFD-induced diabetes restores β-cell function and improves glucose tolerance.** (A) HFD was fed *ad libitum* for at least 6 weeks prior to AAV injection. Mice were given PBS control or 3.3×10^13^ AAV-mIP2-GCK genome copy (gc)/kg body weight via intraperitoneal injections. BrdU was administered through drinking water *ad libitum* 1 week after AAV injection. IPGTT was performed 2 weeks following AAV injection. Mice were then killed for analysis. (B) Relative expression of *Gck* transcripts in isolated islets 2 weeks after AAV injection. CDC, chow diet controls; HFC, HFD controls; HFT, HFD treated. (C) Weekly blood glucose was measured following a 6-h fast. (D) IPGTT after a 6-h fast 2 weeks following AAV delivery (*n*=16-18 per group). (E) Area-under-the-curve analysis of IPGTT shown in D (*n*=16-18 per group). (F) Plasma C-peptide before and 30 min after injection of glucose during IPGTT (*n*=3-5 per group). (G) Difference between circulating C-peptide before and 30 min after injection of glucose during IPGTT (*n*=3-5 per group). (H) Insulin^+^ BrdU^+^ cells as a percentage of insulin^+^ cells was counted from fluorescent confocal microscopy images of mouse pancreas sections (*n*=5 per group). (I) Insulin^+^ area as a percentage of total pancreas area was determined by anti-insulin HRP staining of mouse pancreas sections (*n*=5 per group). (J) Percentage of TUNEL^+^ insulin^+^ cells was counted from fluorescent confocal microscopy images of mouse pancreas sections (*n*=5 per group). (K) Plasma triglyceride concentration was measured 2 weeks after vector injection (*n*=12-13 per group). Results are shown as scatter plots with medians (black bars)±MAD or line graphs with medians±MAD, *P<0.05.

### β-cell-targeted GCK expression re-establishes the GSIS capacity of HFD mouse islets *ex vivo*

To determine whether β-cell-targeted GCK transduction restores islet GSIS, islets were purified from mice fed chow diet or HFD and subjected to islet perifusion. Islets from chow-fed mice showed typical patterns of GSIS upon perifusion with 16 mM glucose (Fig. 5A). Corresponding with the *in vivo* GSIS results (Fig. 3G), AAV-mIP2-GCK vector treatment did not enhance insulin secretion during 16 mM glucose stimulation (Fig. 5B,C). Perifusion with 16 mM glucose medium showed little insulin secretion from control HFD mouse islets (Fig. 5D-F). In sharp contrast, islets from AAV-mIP2-GCK-treated mice fed a HFD showed high levels of insulin secretion upon stimulation with 16 mM glucose medium (Fig. 5D-F). Our data verified that β-cell-targeted GCK transduction improves β-cell GSIS in HFD-induced diabetes.

**Fig. 5.**
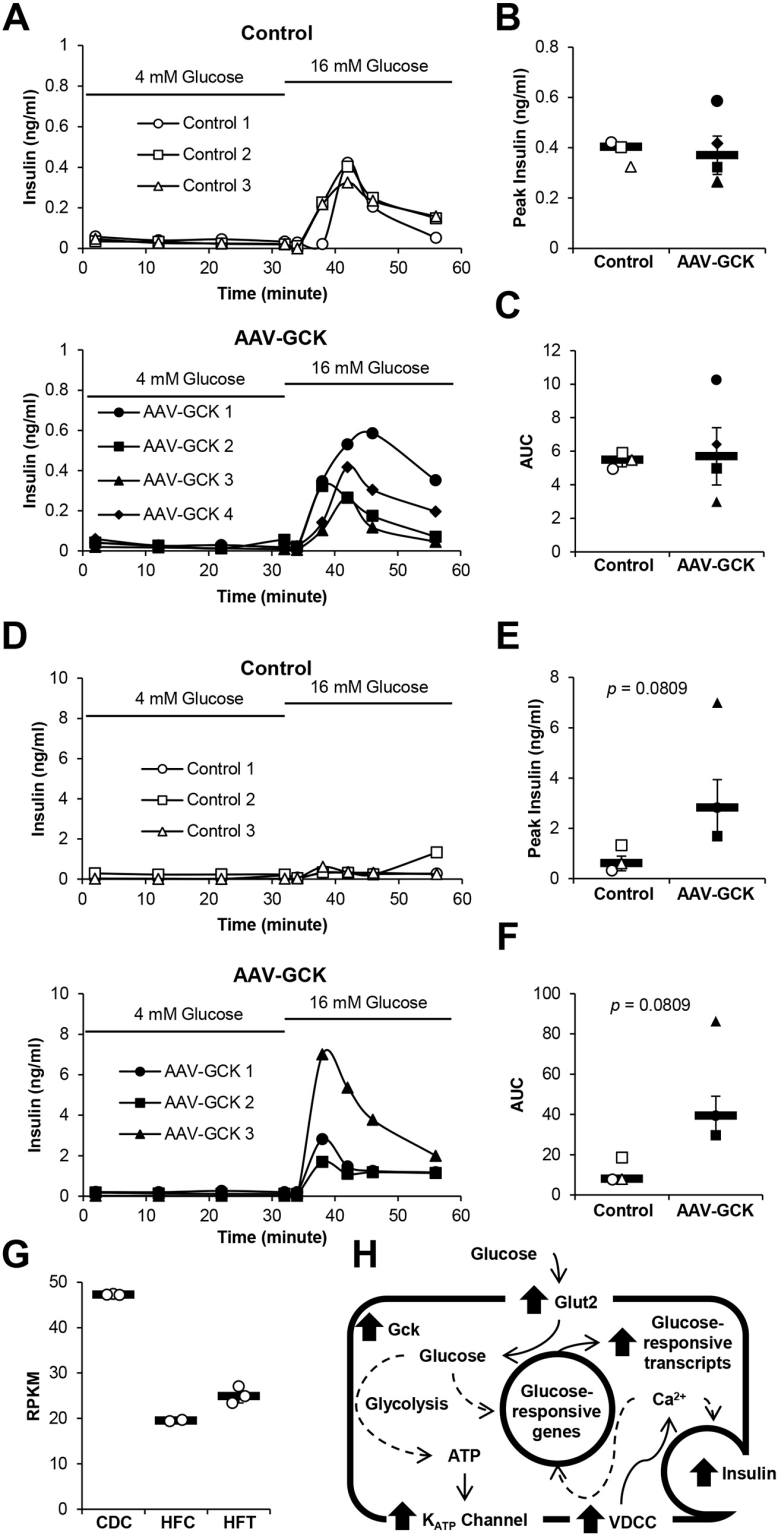
**β-cell-targeted GCK expression re-established the GSIS capacity of HFD mouse islets *ex vivo*.** (A) Insulin secretion during islet perifusion of islets from PBS control (top) and AAV-treated (bottom) mice fed a chow diet 2 weeks following AAV delivery in 4 mM glucose medium followed by 16 mM glucose medium (*n*=3-4 per group). (B) Peak insulin secretion during perifusion with 16 mM glucose medium shown in A (*n*=3-4 per group). (C) Area-under-the-curve analysis of insulin secretion shown in A (*n*=3-4 per group). (D) Insulin secretion during islet perifusion of islets from PBS control (top) and AAV-treated (bottom) mice fed a HFD 2 weeks following AAV delivery in 4 mM glucose medium followed by 16 mM glucose medium (*n*=3 per group). (E) Peak insulin secretion during perifusion with 16 mM glucose medium shown in D (*n*=3 per group). (F) Area-under-the-curve analysis of insulin secretion shown in D (*n*=3 per group). (G) RNA sequencing was performed using RNA isolated from islets of chow diet control mice (CDC), HFD control mice (HFC) and HFD AAV-mIP2-GCK-treated mice (HFT) 2 weeks following AAV delivery. *Gck* RPKM determined by RNA sequencing analysis. (H) Summary of the pathway analysis of islet transcriptome upon GCK transduction. Major changes in cellular pathways affected by GCK expression are shown. Dashed and solid line arrows indicate indirect and direct interactions, respectively. Bolded arrows indicate upregulation of the indicated pathways. Results are shown as line graphs representing individual mouse or scatter plots with medians (black bar)±MAD.

### Insulin secretion and insulin signaling pathway genes are upregulated by β-cell-targeted GCK expression in HFD-induced diabetes

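RNA sequencing covered isolated pancreatic islets of C57BL/6J mice in 3 groups. These were chow diet control islets (CDC, replicates 11, 21 and 23), HFD control islets (HFC, replicates 31 and D30) and islets of HFD mice treated with AAV-mIP2-GCK, an AAV8 vector that carries the mouse Gck coding sequence behind an insulin promoter (HFT, replicates 1, 30 and G22). The HFD held 58% fat and was fed for at least 6 weeks before the vector was given, and islets were taken 2 weeks after the injection. The sample notes give about 48 h of culture before RNA extraction, whereas the methods describe overnight culture and RNA from islets left over from perifusion. The paper's text does not say that each library came from a separate mouse, so the p-values measure the spread between these libraries, part of which may be technical. Transcripts of 39 markers of acinar cells, the enzyme-secreting cells of the exocrine pancreas, differed between libraries of the same group. They made up 0.0445%, 0.0715% and 0.0441% of counts in CDC 11, 21 and 23. In HFC they made up 12.3% in replicate 31 and 0.167% in replicate D30. In HFT they made up 17.1% in replicate 1, 10.3% in replicate 30 and 0.129% in replicate G22. The insulin genes Ins1 and Ins2 together held 18.0%, 16.9% and 18.9% of counts in CDC, 2.57% and 16.9% in HFC 31 and D30, and 5.08%, 5.02% and 16.0% in HFT 1, 30 and G22. The authors aligned the reads with TopHat (TopHat2 2.1.0 with Bowtie 1.1.2 in the submitters' processing notes) to GRCm38 and counted them per gene with featureCounts 1.4.6-p5, and deposited counts and RPKM for 23337 genes. Total gene counts ranged from 87915410 to 104865439 in CDC (median 89089317) and from 104718071 to 115107182 in HFT (median 106226001). They were 89055599 in HFC 31 and 135405066 in HFC D30. The library kit does not mark strand, so reads of overlapping antisense genes cannot be told apart. The counts of all 8 libraries were fitted together with edgeR's quasi-likelihood test after TMM normalization, and 16591 genes passed the filter on low counts. At an adjusted p under 0.05, 0 genes differed between HFC and CDC, 0 between HFT and HFC and 0 between HFT and CDC. At an unadjusted p under 0.05 edgeR gave 1378, 82 and 1303 genes for these comparisons. With no difference between groups, a share of 0.05 of the 16591 genes would be reached on average, and the 82 between HFT and HFC lie far below it. DESeq2 called 293, 3 and 469 genes at an adjusted p under 0.05, and limma on log2(RPKM + 1) called 0 in each. Without HFC 31, HFT 1 and HFT 30, an alternative chosen after the data were seen that leaves 1 library in HFC and 1 in HFT, edgeR called 23, 26 and 406 genes. The acinar list was higher in HFC than in CDC, with a mean log2 fold change of 7.10 over its 39 genes (adjusted p = 2.7e-12 from edgeR's camera, adjusted p = 0.546 with an estimated correlation). Without HFC 31, which leaves HFC D30 alone in that group, the mean was 1.70. Over the list alone, 37 of its genes rose and 1 fell. Cpb1, which encodes a digestive carboxypeptidase, had a log2 fold change of 7.55 (standard error 2.20, adjusted p = 0.478 from edgeR).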

To determine the mechanism underlying improved GSIS with GCK expression, we performed RNA sequencing analysis on isolated mouse islets. 

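Gck encodes glucokinase, which phosphorylates glucose and sets the rate of glycolysis in β-cells. Its median level was 30.0 RPKM in CDC, 22.2 RPKM in HFC and 17.4 RPKM in HFT, so that HFC stood at 74.1% and HFT at 58.0% of the CDC median. The CDC libraries lay close together, at 33.3 RPKM in CDC 11, 28.6 RPKM in CDC 21 and 30.0 RPKM in CDC 23. The HFC libraries lay far apart, at 11.4 RPKM in HFC 31 and 33.1 RPKM in HFC D30. In HFT, Gck was at 17.4 RPKM in replicate 1, 16.5 RPKM in replicate 30 and 34.9 RPKM in replicate G22. The mean was 30.6 ± 2.45 RPKM (SD, n = 3) in CDC, 22.2 ± 15.3 RPKM (SD, n = 2) in HFC and 22.9 ± 10.4 RPKM (SD, n = 3) in HFT. Counts behind these values ranged from 2544 in HFC 31 to 11454 in HFC D30. Gck lies on the minus strand of chromosome 11 of GRCm38, from 5900823 to 5949599, and RPKM was computed on a length of 2245 bases. Reads from the vector's Gck sequence and from the endogenous gene both count as Gck. The log2 fold change of Gck was −0.48 between HFC and CDC (standard error 0.52, adjusted p = 0.597 from edgeR) and 0.070 between HFT and HFC (standard error 0.51, adjusted p = 1 from edgeR). It was −0.41 between HFT and CDC (standard error 0.46, adjusted p = 0.63 from edgeR). A two-sided exact permutation test of RPKM gave p = 0.4 for HFC against CDC, p = 1 for HFT against HFC and p = 0.4 for HFT against CDC, where 0.1 is the smallest p these group sizes allow. None of the differences exceeded the spread between libraries. Without HFC 31 the log2 fold change was 0.10 between HFC and CDC and −0.50 between HFT and HFC, and without HFT G22 the latter was −0.39. Leaving out HFC D30 gave −1.45 and 1.04 for these comparisons, and between HFT and HFC the value was 0.21 without HFT 1 and 0.30 without HFT 30. Between HFT and CDC it was −0.87 without HFT G22, −0.26 without HFT 1 and −0.17 without HFT 30. Cpb1, a marker of acinar cells, was at 1429 RPKM in HFC 31, 2697 RPKM in HFT 1 and 1415 RPKM in HFT 30, the 3 libraries with the least Gck, and at 30.8 RPKM in HFC D30 and 16.2 RPKM in HFT G22. Against CDC on the log2 scale, Gck stood at −1.44, −0.74 and −1.01 in HFC 31, HFT 1 and HFT 30. The mean of 47 other genes of β-cell identity and function was lower there, at −2.74, −1.43 and −1.62. In HFC D30 and HFT G22 Gck stood at 0.10 and 0.23, and the mean of the 47 genes at −0.12 and −0.040.

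**Figure D1:**
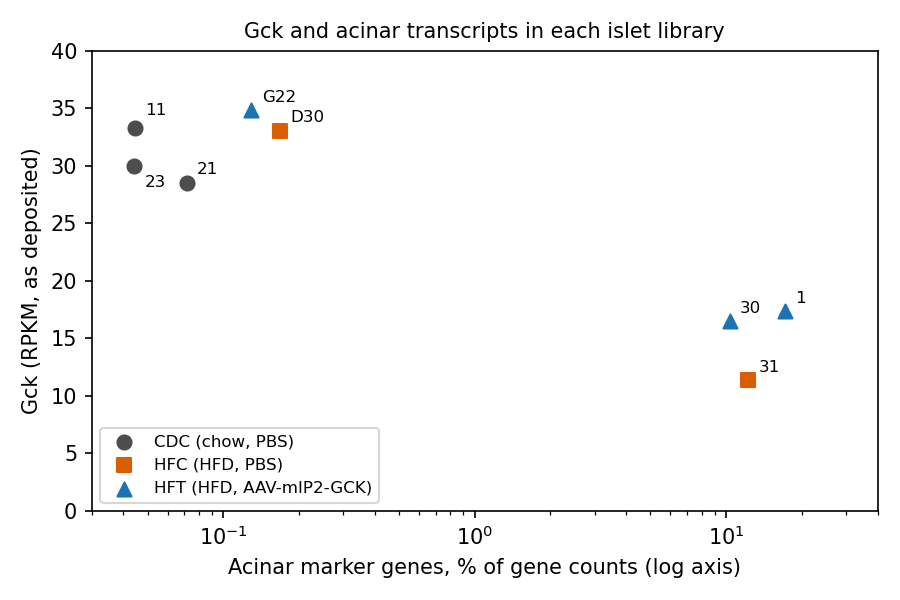
Gck level (RPKM, vertical axis) of each of the 8 islet libraries against its share of counts in acinar marker genes (percent, log scale, horizontal axis), with 1 point per library and a symbol per group. HFC 31, HFT 1 and HFT 30 lie at 10.3% to 17.1% acinar counts and 11.4 to 17.4 RPKM, and the other 5 libraries lie at 28.6 RPKM or above.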

Corresponding with our RT-qPCR results (Fig. 4B), we detected a decrease in median *Gck* reads per kilobase of transcript per million mapped reads (RPKM) in HFD control islets (HFC) (42% of chow) compared with chow diet control islets (CDC), which was partially restored (53% of chow) after vector-mediated GCK expression (Fig. 5G). Pathway analysis was conducted using generally applicable gene set enrichment for pathway analysis (GAGE), with pathways derived from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Kanehisaa and Goto, 2000; Luo et al., 2009). Nine KEGG pathways, including insulin secretion, insulin signaling and cAMP pathways, were upregulated and 39 KEGG pathways were downregulated following GCK expression in HFD islets (Table 1; Fig. S4). 

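The genes of the pathways in Table 1 lay slightly higher on average in HFT than in HFC, by 0.010 to 0.11 on the log2 scale, and no list of them passed the test. Lists of their main members were written before the data were examined. Of 81 insulin secretion genes, 53 had a higher and 28 a lower level in HFT (mean log2 fold change 0.028, adjusted p = 0.245 from edgeR's camera). Of 128 insulin signaling genes, 89 were higher and 39 lower (mean 0.10, adjusted p = 0.0735 from edgeR's camera). Of 163 cAMP signaling genes, 104 were higher and 59 lower (mean 0.010, adjusted p = 0.435 from edgeR's camera). The mean was 0.064 over 91 phosphatidylinositol signaling genes (adjusted p = 0.0666), 0.040 over 111 dopaminergic synapse genes (adjusted p = 0.459), 0.026 over 86 genes of long-term depression and potentiation (adjusted p = 0.332) and 0.11 over 78 genes of calcium reabsorption and mineral absorption (adjusted p = 0.617), all from edgeR's camera. No member of these 7 lists passed edgeR at an adjusted p under 0.05, adjusted over all genes or adjusted over the list alone, and DESeq2 and limma also gave 0. At an unadjusted p under 0.05 from edgeR, 1 gene of the cAMP list was higher and 1 lower, 1 of the phosphatidylinositol list was higher, 1 of the dopaminergic list was lower, 1 of the depression and potentiation list was higher and 1 lower, and 1 of the calcium and mineral list was lower. Insr, the insulin receptor, was at 5.45 ± 0.624 RPKM (SD, n = 2) in HFC and 6.70 ± 0.875 RPKM (SD, n = 3) in HFT (log2 fold change 0.30, standard error 0.15, adjusted p = 1 from edgeR). Rps6kb2, which encodes a ribosomal S6 kinase that acts below the insulin receptor, had a log2 fold change of 0.51 (standard error 0.25, adjusted p = 1 from edgeR). Ppip5k2, an inositol pyrophosphate kinase of the phosphatidylinositol list, had 0.49 (standard error 0.14) and Ppp1r12a, a myosin phosphatase subunit of the cAMP list, 0.42 (standard error 0.15), with adjusted p = 1 for both from edgeR. Kcnn2, which encodes a Ca2+-activated K+ channel, was at 0.473 RPKM in HFC and 0.761 RPKM in HFT (log2 fold change 0.71, standard error 0.39). Lower values were seen for Hmox1, which encodes heme oxygenase (−0.60, standard error 0.20), Gng10, a G protein subunit (−0.46, standard error 0.18), and Camk4, a Ca2+/calmodulin-dependent kinase (−1.29, standard error 0.53). The mean of the insulin secretion list against CDC was −1.03 in HFC 31, −0.049 in HFC D30, −0.51 in HFT 1, −0.41 in HFT 30 and −0.12 in HFT G22. Markers of duct cells, another exocrine cell type, held 1.66% of counts in HFC 31, 1.08% in HFT 1 and 1.13% in HFT 30, against 0.113% to 0.151% in the other 5 libraries. Leaving out HFC 31 gave a mean of −0.077 for insulin secretion, −0.014 for phosphatidylinositol signaling, 0.40 for cAMP signaling and 0.28 for calcium and mineral absorption. Leaving out HFC D30 gave 0.92 for insulin secretion and 0.31 to 0.76 for the others. Either fit leaves a single HFC library, so only the means are given for them here. Without HFT 1 insulin secretion, phosphatidylinositol signaling and insulin signaling passed edgeR's camera as higher in HFT, with means of 0.068, 0.10 and 0.12. Without HFT 30 phosphatidylinositol signaling passed with 0.088 and the cAMP mean was −0.10. Without HFT G22 the mean was −0.26 for insulin secretion, 0.048 for insulin signaling and −0.022 to −0.14 for the other 5 lists.

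**Figure D2:**
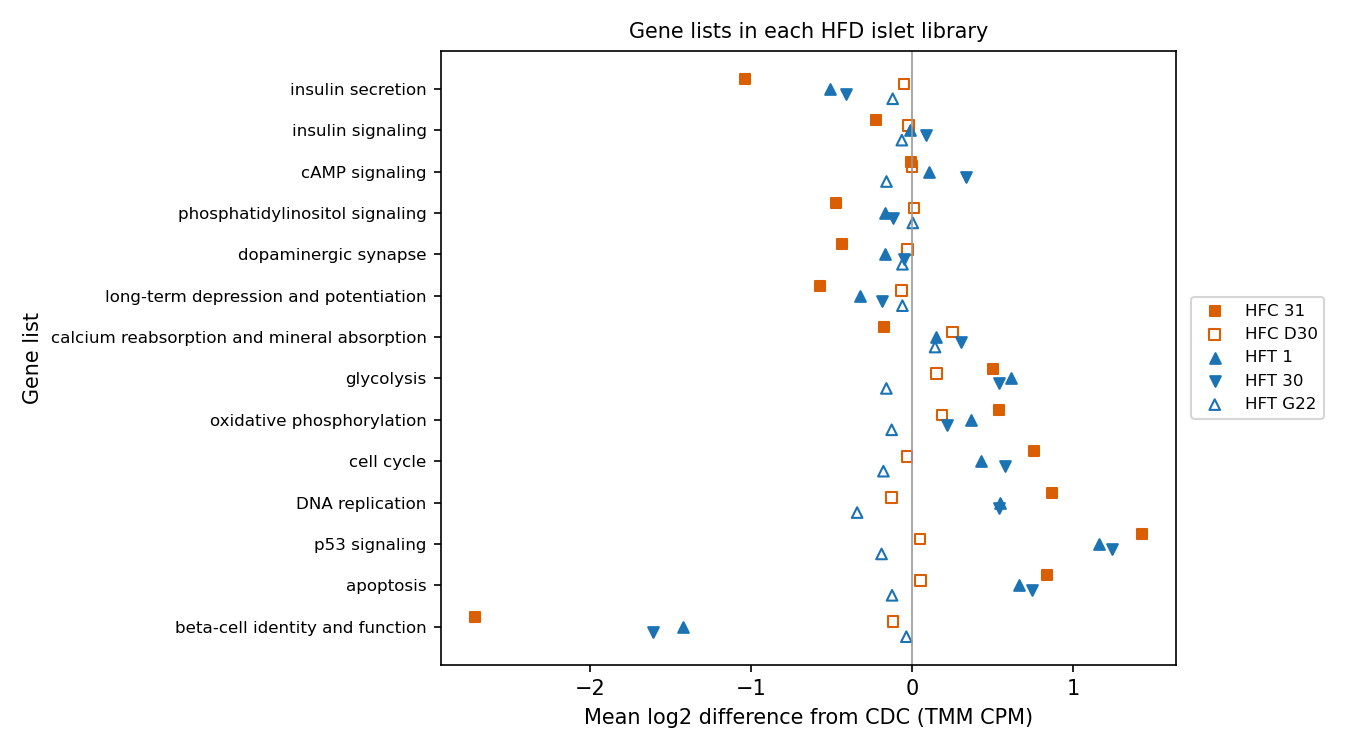
Mean log2 difference from the CDC mean (TMM CPM, horizontal axis) of the genes of 14 lists (vertical axis) in each of the 5 libraries from HFD mice, with 1 point per library. HFC 31 lies farthest from CDC for insulin secretion (−1.03) and β-cell identity and function (−2.72), and HFC D30 and HFT G22 lie within 0.12 of CDC for both lists.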

HFD islet expression profiles of 94 genes previously associated with islet dysfunction also partially normalized to those of chow diet control islets with AAV-mediated GCK expression (Fig. S11) (Taneera et al., 2012). 

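Genes that mark β-cells, such as Pdx1, Ins1, Ins2 and Slc2a2, were far lower in 3 of the 5 libraries from HFD mice and near chow levels in the other 2. Pdx1, a transcription factor of β-cells, was at 96.8 ± 9.75 RPKM (SD, n = 3) in CDC, at 8.79 RPKM in HFC 31 and 101 RPKM in HFC D30, and at 24.3, 20.2 and 100.4 RPKM in HFT 1, 30 and G22. Slc2a2, the glucose transporter GLUT2, was at 136 ± 11.0 RPKM (SD, n = 3) in CDC, at 4.43 RPKM in HFC 31 and 139 RPKM in HFC D30, and at 11.0, 14.2 and 187 RPKM in HFT 1, 30 and G22. A list of 48 genes of β-cell identity and function, which is not the published set of 94 genes, was lower in HFC than in CDC, with 45 members below and 3 above (mean log2 fold change −0.73, adjusted p = 1.35e-08 from edgeR's camera, adjusted p = 0.546 with an estimated correlation). Between HFT and HFC its mean was −0.011, its median 0.032 and its test pointed up without passing (adjusted p = 0.0668 from edgeR's camera), with 27 members higher and 21 lower. In both comparisons 0 of its genes passed edgeR, adjusted over all genes or adjusted over the list alone, 0 had an unadjusted p under 0.05, and DESeq2 and limma called 0. Pdx1 had a log2 fold change of −0.83 between HFC and CDC (standard error 1.06, adjusted p = 0.64 from edgeR) and −0.14 between HFT and HFC (standard error 1.03, adjusted p = 1 from edgeR). Slc2a2 had −0.94 (standard error 1.59, adjusted p = 0.713 from edgeR) and 0.035 (standard error 1.54, adjusted p = 1 from edgeR). Ins1 had −0.74 (standard error 1.36) and −0.15 (standard error 1.33), and Ins2 −1.03 (standard error 1.79) and −0.14 (standard error 1.72). Krt19, a keratin of duct cells, was at 443, 315 and 306 RPKM in HFC 31, HFT 1 and HFT 30, where the β-cell genes were low, and at 2.95 and 2.93 RPKM in HFC D30 and HFT G22. No gene passed edgeR for a diet change, so the share of such genes moved back in HFT has no value with edgeR. DESeq2 called 293 genes between HFC and CDC, and the share was not computed over them. Over the 1378 genes with an unadjusted p under 0.05 for HFC against CDC, a threshold set after the data were seen, 1070 (77.6%) had the opposite sign between HFT and HFC, and the median gene had 17.5% of its diet difference undone. Both comparisons use the same HFC libraries. In 20 simulations without any effect of diet or vector, 92.8% (90.5% to 94.8%) moved back, with a median of 61.5% undone. The simulated diet differences were all noise. A real diet change with no vector effect was not simulated, so these values are no baseline for one. The covariance of the 2 sets of log2 fold changes was −0.237, against −0.436 in these simulations. The mean of the β-cell list between HFT and HFC was −0.59 without HFC 31, 2.02 without HFC D30, −0.80 without HFT G22, 0.20 without HFT 1 and 0.25 without HFT 30. In edgeR's camera the list then passed as lower in HFT without HFT G22 (adjusted p = 0.0146) and as higher without HFT 1 (adjusted p = 0.00323) or HFT 30 (adjusted p = 0.000146). Fits without HFC 31 or HFC D30 leave a single HFC library, so only the means are given for them here. Between HFC and CDC the mean of the β-cell list was −2.75 without HFC D30 and −0.15 without HFC 31.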

Further transcriptome analysis demonstrated clear trends in increased transcripts of K_ATP_ and voltage-dependent Ca^2+^ channel genes, glucose-responsive genes and Ca^2+^/calmodulin-dependent protein kinase pathway genes, in addition to enhanced glucose metabolism, insulin secretory and insulin signaling pathways (Figs S12 and S13).

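Transcripts of K_ATP_ channel, voltage-dependent Ca2+ channel, glucose-responsive and Ca2+/calmodulin-dependent protein kinase genes had small positive mean differences between HFT and HFC, and none of the lists passed the test. Kcnj11 and Abcc8, the pore and sulfonylurea receptor subunits of the β-cell K_ATP_ channel, were at 35.3 ± 0.377 and 138 ± 7.45 RPKM (SD, n = 3) in CDC. Kcnj11 was at 18.8 ± 20.3 RPKM (SD, n = 2) in HFC and 20.3 ± 16.4 RPKM (SD, n = 3) in HFT. Abcc8 was at 15.0 RPKM in HFC 31 and 128 RPKM in HFC D30, and at 58.4, 49.4 and 138 RPKM in HFT 1, 30 and G22. All 4 K_ATP_ channel genes had positive log2 fold changes (mean 0.14, adjusted p = 0.66 from edgeR's camera), with 0.14 for Kcnj11 (standard error 0.89), 0.23 for Abcc8 (standard error 0.85), 0.036 for Kcnj8 (standard error 0.67) and 0.14 for Abcc9 (standard error 0.68), each with adjusted p = 1 from edgeR. Kcnj8 and Abcc9, subunits of the channel in vascular and muscle cells, were below 2 RPKM in every library. Of 22 voltage-dependent Ca2+ channel genes 14 were higher and 8 lower (mean 0.073, adjusted p = 0.578 from edgeR's camera). Cacna2d3, an auxiliary subunit of that list, had a log2 fold change of −0.80 (standard error 0.61). Of 51 glucose-responsive genes 30 were higher and 21 lower (mean 0.12, adjusted p = 0.0666 from edgeR's camera). Txnip and Arrdc4, arrestin family genes that glucose induces, had log2 fold changes of 0.58 (standard error 0.31) and 0.35 (standard error 0.20), each with adjusted p = 1 from edgeR. Txnip was at 84.3 ± 31.5 RPKM (SD, n = 2) in HFC and 125 ± 25.7 RPKM (SD, n = 3) in HFT. Of 38 Ca2+/calmodulin-dependent kinase pathway genes 27 were higher and 11 lower (mean 0.021, adjusted p = 0.432 from edgeR's camera). In these 4 lists edgeR called 0 genes, adjusted over all genes or adjusted over the list alone. DESeq2 and limma also called 0, and at an unadjusted p under 0.05 edgeR gave 1 gene, lower in HFT, in the kinase list. Try10, a trypsin gene of acinar cells, was at 109 RPKM in HFC 31, 276 RPKM in HFT 1 and 92.7 RPKM in HFT 30, where the channel genes were low, and at 3.80 and 1.11 RPKM in HFC D30 and HFT G22. For the K_ATP_, Ca2+ channel, glucose-responsive and kinase lists, in this order, the means were −0.40, −0.42, 0.11 and 0.23 without HFC 31, 1.43, 1.51, 0.93 and 0.18 without HFC D30 and −0.10, −0.29, −0.13 and −0.050 without HFT G22. They were 0.38, 0.28, 0.053 and 0.040 without HFT 1 and −0.13, 0.063, 0.25 and 0.012 without HFT 30. In edgeR's camera the Ca2+ channel list passed as higher in HFT without HFT 1 (adjusted p = 0.0395), and the glucose-responsive list passed as higher without HFT 30 (adjusted p = 0.0153). Fits without HFC 31 or HFC D30 leave a single HFC library, so only the means are given for them here.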

**Table 1.**
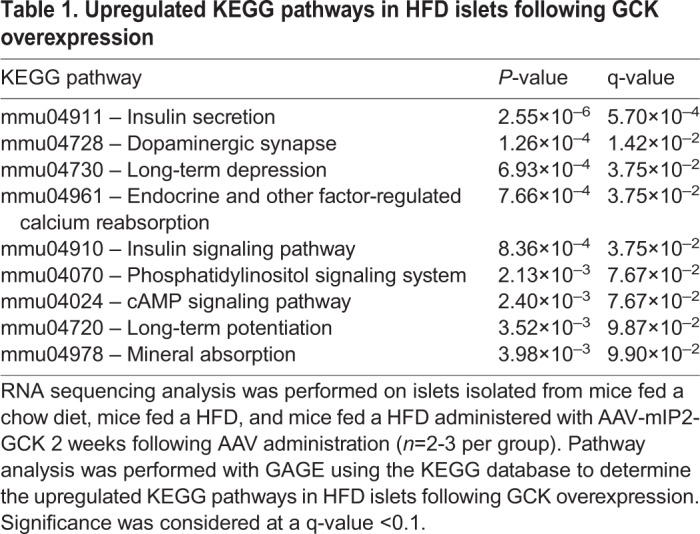
**Upregulated KEGG pathways in HFD islets following GCK overexpression**

## DISCUSSION

The importance of GCK in glucose metabolism is exemplified by the inverse relationship between fasting glucose and GCK gene copy number in transgenic mouse models (Niswender et al., 1997a). Heterozygous GCK knockout impairs β-cell function and results in diabetes (Bali et al., 1995; Terauchi et al., 1995), while homozygous GCK knockout is lethal owing to severe diabetes (Postic et al., 1999). Conversely, increased GCK gene copy number results in over 25% reduction in fasting blood glucose levels and a fourfold increase in hepatic glycogen synthesis with no change in circulating C-peptide levels (Niswender et al., 1997b). This indicates that increased GCK gene dosage reduces blood glucose levels primarily through increased hepatic glucose metabolism rather than enhanced β-cell function (Niswender et al., 1997b). Our study showed no notable changes in glucose handling or GSIS, as well as no hypoglycemic episodes, in chow-fed mice following β-cell-targeted GCK overexpression. These observations further support the notion that enhanced hepatic GCK, but not β-cell GCK, induces hypoglycemia in normoglycemic animals. Our study also revealed that impaired GCK expression in β-cells plays a crucial role in diet-induced diabetes in this mouse model.

Reduced islet GCK expression has been found in patients with type 2 diabetes (Del Guerra et al., 2005; Gunton et al., 2005; Taneera et al., 2014). Our data and previous reports show reduced β-cell GCK expression by HFD feeding (Gremlich et al., 1997; Kim et al., 1995). Reduced islet GCK expression is also linked to impaired GSIS (Terauchi et al., 2007; Yoshikawa et al., 2001). Our finding of restored β-cell function by β-cell-targeted GCK overexpression suggests an etiological role of GCK suppression in β-cell dysfunction in HFD-induced diabetes. This mechanism is likely regulated through PDX-1, which controls GCK expression (Watada et al., 1996) and is downregulated in diabetes (Taneera et al., 2014). Incubation of rat islets in fatty acids also decreases PDX-1 expression, leading to reduced GCK expression (Gremlich et al., 1997). It is conceivable that restoring GCK expression increases glycolytic flux and induces glucose-responsive genes (Schuit et al., 2002; Webb et al., 2000), such as PDX-1, leading to restoration of β-cell function. Interestingly, improved GSIS only led to a modest improvement in GTT in our HFD-fed mice. However, this is likely to have been caused by our use of IPGTT instead of oral glucose tolerance test (OGTT). OGTT, unlike IPGTT, induces an incretin response and potentiates stronger GSIS (Andrikopoulos et al., 2008). It is likely that the use of OGTT in GCK-overexpressing HFD mice would result in higher GSIS, and potentially better improved GTT, than was observed in our IPGTT owing to the induction of incretins.

We also showed that β-cell-specific GCK overexpression can enhance β-cell function depending on diet conditions. While GCK overexpression had minimal effects on glucose metabolism in mice fed a chow diet, GCK overexpression enhanced β-cell function in HFD mice. The determining factor for whether GCK overexpression enhances β-cell proliferation or β-cell function is likely the resulting changes in glycolytic flux. Glucose is well known to regulate β-cell proliferation and GSIS (Matschinsky et al., 1993; Porat et al., 2011; Salpeter et al., 2011; Stamateris et al., 2016), and we show that modulating GCK expression can change β-cell glycolytic flux (Becker et al., 1996; Wang and Iynedjian, 1997). By increasing β-cell GCK expression above normal physiological levels found in chow-diet β-cells, β-cell glucose utilization is increased, and glucose induces β-cell proliferation through induction of IRS2 and cyclin D2 (Matschinsky et al., 1993; Porat et al., 2011; Salpeter et al., 2011; Stamateris et al., 2016; Terauchi et al., 2007). However, in our HFD β-cells, GCK expression was already below normal physiological levels. By increasing GCK expression towards normal levels, we were able to restore β-cell function, likely by increasing β-cell glucose utilization.

The increase in TUNEL staining in mice fed a chow diet could be a sign of increased glycolytic flux due to overexpressing GCK above physiological levels, as hyperglycolysis has been shown to result in DNA damage, leading to β-cell death via p53 activation (Tornovsky-Babeay et al., 2014). However, the increased TUNEL staining appears to be sufficiently counterbalanced by β-cell proliferation, as mice fed a chow diet did not show any impairment in glucose tolerance. This is similar to the case of an activating GCK mutation identified in a patient with neonatal hypoglycemia treated with subtotal pancreatectomy (Kassem et al., 2010). The activating mutation resulted in enlarged islets owing to enhanced β-cell proliferation despite increased β-cell apoptosis. Interestingly, we observed a small, but significant, difference between the β-cell areas of HFD control and treated mice despite no change in TUNEL staining. Additionally, both cell proliferation pathways (cell cycle and DNA replication) and cell death pathways (p53 signaling and apoptosis) in HFD islets were downregulated following vector treatment. This, in conjunction with lower fasting blood glucose and improved glucose tolerance, suggests that GCK overexpression reduced the HFD-stimulated compensatory increase in β-cell area, similar to what was previously proposed for a glucokinase activator (GKA) (Nakamura et al., 2009). 

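Genes of the cell cycle, DNA replication, p53 signaling and apoptosis lay lower on average in HFT than in HFC, and no list passed the test. Of 119 cell cycle genes 77 were lower and 42 higher (mean log2 fold change −0.17, adjusted p = 0.0665 from edgeR's camera). Of 35 DNA replication genes 29 were lower and 6 higher (mean −0.16, adjusted p = 0.0605 from edgeR's camera). Of 65 p53 signaling genes 39 were lower and 26 higher (mean −0.15, adjusted p = 0.66 from edgeR's camera), and of 107 apoptosis genes 62 were lower and 45 higher (mean −0.10, adjusted p = 0.459 from edgeR's camera). Anapc11, a subunit of the anaphase-promoting complex, was at 6.79 ± 0.295 RPKM (SD, n = 2) in HFC and 4.91 ± 0.535 RPKM (SD, n = 3) in HFT (log2 fold change −0.46, standard error 0.16, adjusted p = 1 from edgeR). Its level in CDC was 5.19 ± 0.342 RPKM (SD, n = 3). Pold4, a subunit of DNA polymerase δ, had a log2 fold change of −0.62 (standard error 0.26) and Rpa3, a subunit of the single-stranded DNA binding complex, −0.55 (standard error 0.24). Mdm4, an inhibitor of p53, had 0.56 (standard error 0.32), and Diablo, which promotes apoptosis when released from mitochondria, −0.18 (standard error 0.14). These genes had adjusted p = 1 from edgeR. In the 4 lists 0 genes passed edgeR, adjusted over all genes or adjusted over the list alone, and 0 passed with DESeq2 or limma. At an unadjusted p under 0.05 edgeR gave 1 lower gene in the cell cycle list and 1 in the apoptosis list. In HFC 31 the means against CDC were 0.76, 0.87, 1.43 and 0.84 for cell cycle, DNA replication, p53 signaling and apoptosis, and in HFC D30 they were −0.031, −0.13, 0.050 and 0.055. Tff2, a secreted peptide of mucous epithelium, was at 521 RPKM in HFC 31, 407 RPKM in HFT 1 and 368 RPKM in HFT 30, where these lists were high, and at 6.98 and 3.56 RPKM in HFC D30 and HFT G22. Between HFT and HFC the means were 0.47, 0.49, 1.02 and 0.56 without HFC 31, −0.27, −0.51, −0.34 and −0.19 without HFC D30 and −0.080, 0.046, 0.036 and 0.038 without HFT G22, in the same order. They were −0.20, −0.28, −0.28 and −0.19 without HFT 1 and −0.29, −0.28, −0.33 and −0.22 without HFT 30. Cell cycle (adjusted p = 0.0475 and 0.0181) and DNA replication (adjusted p = 0.0021 and 0.0074) passed edgeR's camera as lower in HFT without HFT 1 or HFT 30. Fits without HFC 31 or HFC D30 leave a single HFC library, so only the means are given for them here.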

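Genes of oxidative phosphorylation, the respiratory chain and ATP synthase of mitochondria, were lower in HFT than in HFC as a group, and the glycolysis list did not pass the test. Of 89 oxidative phosphorylation genes 84 had a lower and 5 a higher level in HFT (mean log2 fold change −0.22, adjusted p = 1.21e-16 from edgeR's camera, adjusted p = 0.924 with an estimated correlation). Of 55 glycolysis genes 30 were lower and 25 higher (mean −0.011, adjusted p = 0.578 from edgeR's camera). Atp5l and Atp5e, subunits of ATP synthase, were at 305 ± 24.6 and 343 ± 10.6 RPKM (SD, n = 2) in HFC and at 211 ± 10.7 and 223 ± 40.2 RPKM (SD, n = 3) in HFT. Their log2 fold changes were −0.52 (standard error 0.15) and −0.61 (standard error 0.19), with adjusted p = 1 for both from edgeR. Every HFT library was below both HFC libraries for these 2 genes. They were named for their small p within the list, so this separation adds no support for the list. Ndufb2, a subunit of complex I, had a log2 fold change of −0.41 (standard error 0.16) and Pgam1, the glycolytic phosphoglycerate mutase, −0.23 (standard error 0.21), each with adjusted p = 1 from edgeR. No gene of either list passed edgeR, adjusted over all genes or adjusted over the list alone, and DESeq2 and limma called 0. With edgeR an unadjusted p under 0.05 was reached by 4 lower genes in the oxidative phosphorylation list and 0 in the glycolysis list. The mean of the oxidative phosphorylation list against CDC was 0.54 in HFC 31, 0.19 in HFC D30, 0.37 in HFT 1, 0.22 in HFT 30 and −0.13 in HFT G22. Genes of cytosolic ribosomal proteins held 7.01% of counts in HFC 31, 4.58% in HFT 1 and 4.62% in HFT 30, against 1.74% to 2.42% in the other 5 libraries. The oxidative phosphorylation mean was 0.015 without HFC 31, which leaves a single HFC library, −0.095 without HFT G22 and −0.33 without HFT 1. The glycolysis mean was 0.41 without HFC 31, 0.059 without HFC D30, 0.041 without HFT G22 and −0.069 without HFT 30, and it was −0.10 without HFT 1 (adjusted p = 0.0395 from edgeR's camera).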

Surprisingly, glycolysis and oxidative phosphorylation pathways were also downregulated in treated HFD islets. However, these are suggestive of normalization of β-cell pathways rather than β-cell dysfunction, as glycolysis and oxidative phosphorylation pathways were both upregulated in islets following a HFD (Figs S14 and S15). 

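Oxidative phosphorylation genes were higher in HFC than in CDC as a group, and glycolysis genes had a higher mean without passing the test. Of 89 oxidative phosphorylation genes 78 had a higher and 11 a lower level in HFC (mean log2 fold change 0.45, adjusted p = 1.35e-08 from edgeR's camera, adjusted p = 0.546 with an estimated correlation). The list was higher in both HFC libraries, and its mean was 0.22 without HFC 31. Of 55 glycolysis genes 36 were higher and 19 lower (mean 0.56, median 0.19, adjusted p = 0.207 from edgeR's camera), and the mean was 0.13 without HFC 31. Ndufb8, a subunit of complex I, was at 104 ± 1.69 RPKM (SD, n = 3) in CDC, 188 RPKM in HFC 31 and 164 RPKM in HFC D30 (log2 fold change 0.75, standard error 0.19, adjusted p = 0.478 from edgeR). Ndufb4, another subunit of complex I, had a log2 fold change of 0.76 (standard error 0.24) and Atp5e, a subunit of ATP synthase, 0.59 (standard error 0.19), each with adjusted p = 0.478 from edgeR. Among the glycolysis list, Fbp2, a muscle isozyme of the gluconeogenic fructose bisphosphatase, was at 0.871 ± 0.118 RPKM (SD, n = 3) in CDC, 17.2 RPKM in HFC 31 and 1.54 RPKM in HFC D30. Aldh3a1, an aldehyde dehydrogenase, had a log2 fold change of 6.26 (standard error 2.15) and Galm, which interconverts the anomers of sugars, 2.70 (standard error 1.07), each with adjusted p = 0.478 from edgeR. Both stood far higher in HFC 31 (2.92 and 3.27 RPKM) than in HFC D30 (0.0375 and 0.517 RPKM). In each list edgeR called 0 genes, adjusted over all genes or adjusted over the list alone, and limma called 0. At an unadjusted p under 0.05 edgeR gave 16 higher oxidative phosphorylation genes and 5 higher glycolysis genes, and DESeq2 called 1 and 2. Markers of stellate cells and fibroblasts held 0.553% of counts in HFC 31, against 0.0646% in HFC D30 and 0.0366% to 0.0633% in CDC. With the acinar level as a covariate, chosen after the data were seen, the oxidative phosphorylation mean was 0.11 (adjusted p = 0.0545 from edgeR's camera) and the glycolysis mean −0.11. From the opposite directions of these pathways after a HFD and after vector treatment, the paper proposes that the treated islets returned towards a normal state and were not impaired.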

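The hexokinase genes other than Gck were expressed at low levels in chow islets, and their difference between diets rested mainly on a single HFC library for Hk1, Hk2 and Hkdc1. Hk1, which encodes a high-affinity hexokinase, was at 1.44 ± 0.365 RPKM (SD, n = 3) in CDC, 5.79 RPKM in HFC 31 and 1.56 RPKM in HFC D30, and at 3.64, 5.41 and 0.450 RPKM in HFT 1, 30 and G22. Hk2 was at 0.117 ± 0.0577 RPKM (SD, n = 3) in CDC, 2.17 RPKM in HFC 31 and 0.184 RPKM in HFC D30, and at 1.02, 1.73 and 0.0477 RPKM in HFT 1, 30 and G22. Hkdc1 was at 9.16 RPKM in HFC 31 and 0.0931 RPKM in HFC D30. Hk3 was at 0.614 RPKM in HFC 31 and 1.07 RPKM in HFC D30, against 0.560 ± 0.133 RPKM (SD, n = 3) in CDC. All 4 genes had positive log2 fold changes between HFC and CDC (mean 2.87, adjusted p = 0.0659 from edgeR's camera). These were 1.34 for Hk1 (standard error 0.91, adjusted p = 0.505 from edgeR), 3.32 for Hk2 (standard error 1.42, adjusted p = 0.478 from edgeR), 0.58 for Hk3 (standard error 0.70, adjusted p = 0.626 from edgeR) and 6.22 for Hkdc1 (standard error 2.29, adjusted p = 0.478 from edgeR). Between HFT and HFC the log2 fold change was −0.24 for Hk1 (standard error 0.92), −0.37 for Hk2 (standard error 1.37), −0.47 for Hk3 (standard error 0.70) and 0.15 for Hkdc1 (standard error 1.97), each with adjusted p = 1 from edgeR, and the mean of the list was −0.23 (adjusted p = 0.432 from edgeR's camera). No gene of the list passed edgeR in either comparison, adjusted over all genes or adjusted over the list alone. An unadjusted p under 0.05 from edgeR was reached by 1 gene between HFC and CDC and by 0 between HFT and HFC, DESeq2 called 1 and 0, and limma called 0 and 0. The acinar marker list stood 7.87 above CDC on the log2 scale in HFC 31, 8.41 in HFT 1 and 7.49 in HFT 30, where Hk1, Hk2 and Hkdc1 were high, and 1.71 and 1.29 above it in HFC D30 and HFT G22. The mean of the list between HFT and HFC was 2.07 without HFC 31, 0.25 without HFT G22, −0.74 without HFC D30, −0.39 without HFT 1 and −0.82 without HFT 30, where it passed edgeR's camera (adjusted p = 0.0169).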

Notably, the minor hexokinase isozymes in β-cells, the expression of which can shift the glucose dose response curve for GSIS out of physiological range (Becker et al., 1996; Muller et al., 2014), were upregulated following a HFD but downregulated following treatment. Upregulation of oxidative phosphorylation following a HFD, which can lead to glucotoxicity via oxidative stress, resulting in impaired GSIS (Robertson, 2004), was similarly downregulated following treatment.

Studies with GKAs in animals and humans have demonstrated reduced blood glucose levels, enhanced β-cell function and proliferation. Several clinical GKA trials have experienced declining efficacy, hypoglycemia and increased plasma triglycerides after prolonged treatment (Agius, 2014). Because hepatic GCK overexpression increases hepatic lipogenesis and plasma levels of triglycerides in rats (O'Doherty et al., 1999), increased hepatic triglyceride production, or steatosis by liver-specific GCK, has been proposed as the likely cause for elevated plasma triglycerides and declining efficiency (Agius, 2014; Meininger et al., 2011). Our data demonstrate that β-cell-targeted GCK overexpression shows beneficial effects in HFD-induced diabetes with improved β-cell function upon GCK transduction. However, although β-cell-targeted GCK transduction did not induce hypoglycemia, elevated plasma triglyceride concentrations were observed in treated animals. While AAV-derived *Gck* transcripts were detectable in the livers of our treated mice via RT-qPCR, the level of AAV-mediated *Gck* expression was not sufficient to influence total (endogenous and exogenous) liver *Gck* expression (Fig. 2J,K), suggesting that the level of AAV-mediated *Gck* expression in the liver was negligible. As such, the increase in plasma triglycerides is likely not caused by direct modulation of hepatic GCK activity. Insulin has been shown to enhance hepatic release of triglycerides (Topping and Mayes, 1972). β-cell-targeted GCK transduction might indirectly induce hepatic GCK activity through insulin from improved β-cell function, and, similar to hepatic GCK overexpression, the increase in hepatic GCK activity could then lead to increased hepatic glycolytic flux, resulting in increased plasma triglyceride (O'Doherty et al., 1999). Our data therefore suggest that β-cell-specific GCK activation or β-cell-targeted GCK gene therapy might still be complicated by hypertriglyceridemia.

In summary, our data further highlight the effects of β-cell GCK expression on β-cell function. Improved β-cell GCK expression restored GSIS and improved glucose tolerance in HFD-induced diabetes, suggesting an etiological role of GCK suppression in β-cell dysfunction in HFD-induced diabetes. Further understanding of the mechanism of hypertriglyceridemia induction upon β-cell-targeted GCK expression could lead to therapeutic modulation of β-cell GCK for diet-induced diabetes.

## MATERIALS AND METHODS

### Animals

All animal experiments were approved by the Mayo Clinic Institutional Animal Care and Use Committee. Six-month-old male C57BL/6j mice were purchased from the Jackson Laboratory and further aged to at least 8 months prior to vector administration. Mice were maintained on a PicoLab Rodent Diet 20 (LabDiet) or OpenSource Diets D12331 58% fat diet (Research Diets). D12331 diet was maintained for at least 6 weeks prior to the start of experiments.

### Cells

293T cells were purchased from American Type Culture Collection and cultured in Dulbecco's modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 50 U/ml penicillin and 50 µg/ml streptomycin. Min6 cells (a gift from Dr Raymond Hickey, Mayo Clinic, Rochester, MN, USA) were cultured in DMEM supplemented with 10% heat-inactivated FBS, 50 U/ml penicillin, 50 µg/ml streptomycin, and 50 pM beta-mercaptoethanol. Islets were cultured in RPMI supplemented with 10% FBS, 50 U/ml penicillin and 50 µg/ml streptomycin.

### Plasmids

To generate GCK-expressing lentiviral vector, the mouse GCK encoding sequence (GenBank BC011139.1) was amplified by PCR and cloned into pHRSINCSGW_PGRPuro (Sakuma et al., 2014). The mIP2 sequence was amplified by fusion PCR to disrupt the internal EcoRI site and cloned into the GCK open reading frame encoding lentiviral vector construct, resulting in pSIN-mIP2-GCK. The plasmid construct pRSET-RCaMP1h was a kind gift from Dr Loren Looger through Addgene (#42874) (Akerboom et al., 2013). RCaMP1h was amplified by PCR and cloned into pHRSIN-CSGW_PGRPuro (Sakuma et al., 2014), resulting in pSIN-SFFV-RcaMP1h. GCK-expressing AAV vector construct was produced by cloning PCR-amplified mouse GCK sequence (GenBank BC011139.1) into pAAV-mIP2-Luc, resulting in pAAV-mIP2-GCK (Tonne et al., 2015). PCR primer sequences used for cloning are listed in Table S1. Codon-optimized ANGPTL8 was synthesized by GenScript and cloned into the BamHI-XhoI sites of pAAV-CMV-eGFP (Schreiber et al., 2015), resulting in pAAV-CMV-ANGPTL8.

### Lentiviral and AAV vector production

Lentiviral vectors were produced by three-plasmid transfection as previously described with minor modifications (Tonne et al., 2011). Briefly, vector plasmid pSIN-mIP2-GCK or pSIN-SFFV-RCaMP1h and packaging plasmids Ex-QV and pMD-G were co-transfected into 293T cells. Lentiviral vectors were purified by filtration and concentrated by ultracentrifugation. AAV8 vectors were produced by three-plasmid transfection as previously described with minor modifications (Cataliotti et al., 2011). Briefly, vector plasmid pAAV-mIP2-GCK or pAAV-CMV-ANGPTL8, AAV8 capsid plasmid pRep2Cap8 (kindly provided by Dr Michael A. Barry, Mayo Clinic, Rochester, MN, USA), and helper plasmid pHelper (Stratagene) were co-transfected into 293T cells. Cell-associated AAV vectors were concentrated via ultracentrifugation, and desalted by filtration.

### *In vitro* studies with Min6 cells

GCK-overexpressing Min6 cells and calcium-reporter Min6 RCaMP1h cells were generated by transducing Min6 cells with the lentiviral vectors expressing mouse GCK or RCamP1h, respectively, followed by puromycin selection. GCK overexpression was confirmed via immunoblotting. Immunoblots were imaged with a biostep CELVIN S Chemiluminescence Imager using biostep SnapAndGo software (ver. 1.6.2 rev. 10). Densitometry analyses were performed using ImageJ (ver. 1.51u) and normalized to Ponceau S total protein staining. To measure cell proliferation, 5000 nontransduced control or GCK-overexpressing Min6 cells per well were seeded onto 96-well plates. Vehicle, NN414 or nifedipine were added 6 h after seeding at the indicated final concentrations. Cell proliferation was measured by CyQUANT NF Proliferation Assay (Thermo Fisher Scientific) 2 days after cell seeding. To measure potential cytotoxicity associated with ion channel inhibitors, cells were seeded and incubated with vehicle, NN414 or nifedipine as described above. Cytotoxicity was then measured using CytoTox-Glo Cytotoxicity Assays (Promega) 2 days after cell seeding. Glucose uptake was determined by flow cytometry analysis of cells after overnight culture with 121.7 µM 2-NBDG (Cayman Chemical). ^13^C-glucose tracing in Min6 cells was quantified with gas chromatography mass spectrometry as previously described (Hitosugi et al., 2012), following overnight culture with 24.1 mM U-13C6 D-glucose (Cambridge Isotope Laboratories). The glycolysis flux rate was determined by dividing the ion intensity of [^3-13^C]-lactate (m/z 222) by that of [^12^C]-lactate (m/z 219). Natural isotope abundance was calculated with IsoPat^2^ software using pure lactate (Gruber et al., 2007). To assess mitochondrial membrane potential, 5×10^4^ nontransduced control Min6 cells or GCK-overexpressing Min6 cells per well were seeded onto 96-well plates and allowed to adhere overnight. Mitochondrial membrane potential was measured the following morning using a JC-1 Mitochondrial Membrane Potential Assay Kit (Cayman Chemical). RNA transcript expression was quantified by SYBR green-based RT-qPCR as previously described, with minor modifications (Tonne et al., 2015). Briefly, RNA was extracted using RNeasy Plus Mini kits (Qiagen). cDNA was synthesized using the RNA to cDNA EcoDry Premix (Oligo dT) kit (Clontech). Primers used for RT-qPCR are listed in Table S3.

### Live-cell fluorescent microscopy

Live-cell imaging of Min6 cells expressing the RCamP1h fluorescent calcium reporter (Min6 RCaMP1h cells) was performed using the Nikon Biostation IM-Q. Min6 RCaMP1h control cells or Min6 RCaMP1h cells overexpressing GCK (1×10^6^ to 2×10^6^) were seeded onto an ibidi µ-Dish and allowed to adhere overnight. Min6 RCaMP1h cells were then imaged at the indicated glucose concentration. Min6 RCaMP1h cells were imaged every 10 s for the indicated amount of time. Fluorescent intensities of RCaMP1h were then measured from individual cells using the NIS Elements BR software (ver. 3.22.14 build 736, Nikon) at each time interval. Heatmaps of z-scores of the fluorescent intensity of individual cells over time were generated using the Bioconductor package ‘pheatmap’ (https://CRAN.R-project.org/package=pheatmap).

### *In vivo* studies

Mice were administered 3.3×10^13^ AAV-mIP2-GCK genome copy (gc) per kg body weight via intraperitoneal injection. PBS control and AAV treatment groups were randomly assigned. Then, 0.2% (g/v) 2-bromo-2′deoxyuridine (BrdU) supplemented with 1% (g/v) glucose was administered in the drinking water 1 week after vector administration. IPGTTs were performed as previously described 2 weeks after vector delivery (Tonne et al., 2015). Blood glucose was monitored using a FreeStyle Lite Blood Glucose Monitor (Abbott Laboratories). GSIS was measured by C-peptide enzyme-linked immunosorbent assay (ELISA) (ALPCO) using plasma isolated from whole blood collected at 0 min and 30 min. Plasma triglyceride concentrations were measured by a Triglyceride Colorimetric Assay Kit (Cayman Chemical) using plasma isolated from whole blood collected 2 weeks after AAV administration.

### β-cell proliferation, apoptosis and insulin^+^ area measurement

Mouse pancreases were mounted, sectioned and immunostained as previously described, with minor modifications (Tonne et al., 2015). Antibodies used for immunostaining are listed in Table S2. Briefly, 7 µm pancreas sections were fixed in 4% paraformaldehyde, permeabilized in 0.5% Triton X-100 and blocked with 5% FBS in PBS. Insulin^+^ cells were stained by Dako guinea pig anti-insulin antibody (1:400; Agilent Technologies). BrdU^+^ β-cells were stained by rat anti-BrdU antibody (1:100; Abcam), visualized by fluorescent confocal microscopy and counted manually. Proliferating β-cells were counted as insulin^+^ cells co-localized with BrdU and 4′,6-diamidino-2-phenylindole (DAPI) staining. Insulin^+^ area was visualized via horseradish peroxidase (HRP) staining using a DAB Peroxidase (HRP) Substrate Kit (Vector Laboratories). HRP slides were then imaged using an Aperio ScanScope AT Turbo Scanner (Leica Biosystems). β-cell area was measured using ImageJ (ver. 1.51u) as the percentage of insulin^+^ area as visualized by HRP staining in the entire pancreas section. β-cell apoptosis was determined using a TMR Red *In Situ* Cell Death Detection Kit (Roche). Apoptotic β-cells were counted as insulin^+^ cells co-localized with Tdt-mediated dUTP-X nick end labeling (TUNEL) (TMR Red *In Situ* Cell Death Detection Kit, Roche) and DAPI staining.

### *Ex vivo* perifusion assay

Islet perifusion assays were performed as previously described (Lu et al., 2018). Briefly, mouse islets were isolated from C57BL/6j mice and cultured overnight in RPMI supplemented with 10% FBS, 50 U/ml penicillin and 50 µg/ml streptomycin. The following morning, 20 size-matched islets were picked for islet perifusion experiments. Islets were washed in 4 mM glucose medium for 48 min. Samples were then collected every 2 min while islets were exposed to 4 mM glucose medium for 32 min, followed by 16 mM glucose medium for 32 min. Insulin secretion at select time points was determined by mouse insulin ELISA (ALPCO).

### Viral genome and expression quantitation from mouse pancreas

Genomic DNA was extracted from pancreas sections with the PureLink Genomic DNA Mini Kit (Thermo Fisher Scientific). AAV genome copies were quantified using TaqMan quantitative PCR as previously described (Tonne et al., 2013). Primers used for AAV genome copy quantification are listed in Table S3. RNA was extracted from pancreas sections and expression quantified by RT-qPCR as previously described with minor modifications (Tonne et al., 2015). Briefly, RNA was extracted from pancreas sections using RNeasy Plus Mini Kits (Qiagen). cDNA was synthesized using the RNA to cDNA EcoDry Premix (Oligo dT) kit (Clontech) or the SuperScript III Reverse Transcriptase (Invitrogen). Transcript expression was quantified using SYBR green-based RT-qPCR. Primers used for RT-qPCR are listed in Table S3.

### RNA sequencing and analysis

RNA was extracted from leftover islets from islet perifusion experiments using an RNeasy Plus Mini Kit (Qiagen). cDNA library construction and next generation sequencing was conducted by the Mayo Clinic Medical Genome Facility Gene Expression and Sequencing Cores. cDNA library was prepared using the TruSeq RNA Library Prep Kit v2 (Illumina) following analysis of RNA quality with an Agilent 2100 Bioanalyzer and sequenced with HiSeq 4000 (Illumina). Raw sequencing data were aligned by the Mayo Clinic Bioinformatics Core using TopHat (Trapnell et al., 2012). The aligned genes were analyzed with EdgeR (Robinson et al., 2010). Pathway analysis was conducted with GAGE (Luo et al., 2009). KEGG pathway graphs were generated using Pathview (Kanehisaa and Goto, 2000; Luo and Brouwer, 2013), and heatmaps were generated using the Bioconductor package ‘pheatmap’. Raw and normalized data were deposited in Gene Expression Omnibus (GEO), under accession number GSE104581.

### Data analysis

Data are presented as scatterplots with median±median absolute deviation (MAD), line graphs with median±MAD, or box plots with whiskers showing minimums and maximums. Scatterplots were drawn according to Weissgerber et al. (2015). Data were analyzed using the JMP software (ver. 13.0.0) or the *R* statistical language (R Development Core Team, 2017). As not all data were normally distributed as determined using Shapiro–Wilk tests, statistical significance was analyzed using the nonparametric two-tailed Wilcoxon rank-sum test or two-tailed Wilcoxon signed-rank test as appropriate. Multiple comparisons were analyzed by Kruskal–Wallis test followed by Conover-Iman test with Holm-Šidák correction. *P*<0.05 was considered significant.

## Supplementary Material

Supplementary information

First Person interview

How the deposited data were processed for this re-analysis (not part of the article)

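The RNA was extracted from isolated islets, and the libraries were made by the authors with a TruSeq RNA v2 kit and sequenced on an Illumina HiSeq instrument. The authors aligned the reads with TopHat, analyzed the aligned genes with edgeR and tested pathways with GAGE. The submitters' processing notes name TopHat2 2.1.0, Bowtie 1.1.2 and featureCounts 1.4.6-p5. The gene annotation and the counting options are not given in the sources used here. The deposited table holds whole read counts per gene that the authors made with featureCounts, and RPKM values that the authors computed by dividing each count by the gene length in kilobases and by a library total of reads. That total was larger than the sum of the gene counts in every library. Gene positions are those of GRCm38 (mm10) as the deposited table gives them.

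From here on, everything was computed from the deposited counts and RPKM. The 8 libraries form 3 groups, CDC (3 libraries), HFC (2 libraries) and HFT (3 libraries), assigned from the sample labels, where the chow group carries the letters NDC. Of 23337 genes, 16591 passed edgeR's filter on low counts. Counts were scaled with TMM, the 8 libraries were fitted together with a quasi-likelihood model in edgeR, and p-values were adjusted with the Benjamini-Hochberg method within each comparison, with 0.05 as the threshold. The standard error printed beside a log2 fold change is its absolute value divided by the square root of the F statistic. Means and SDs of single genes are of the RPKM values. The common biological coefficient of variation was 0.544, and the first principal component of log2 CPM held 79.6% of the variance. On it the libraries with high acinar counts lay at 172 (HFC 31), 109 (HFT 1) and 113 (HFT 30), and the other 5 between −89.3 and −65.2. Counts of libraries of the same group differed by more than counting noise, so no library is a copy of another of its group.

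The 40 gene lists were written from general knowledge before the data were examined. They cover the pathways the paper names, β-cell identity, the unfolded protein response, other metabolic and stress programs and markers of the other cell types of the pancreas. Of these, 39 were tested, because no gene of the list of mitochondrially encoded genes is in the analysed table. Each list was tested with camera on the edgeR fit at an inter-gene correlation of 0.01, and p-values were adjusted over the 39 lists of each comparison. Its value is the mean log2 fold change of its genes. The call was repeated with a correlation estimated from the data, with fry, with GAGE's statistic and with limma.

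Alternatives set before the data were examined were DESeq2, limma on log2(RPKM + 1) and log2(RPKM + 0.1), RLE size factors, library size only, no filter on low counts, at least 10 counts in every library, only the 2 compared groups in the fit, an adjusted p under 0.1, an absolute log2 fold change of at least 1, medians against means and TMM CPM against RPKM for Gck, and each library left out in turn. Alternatives chosen after the data were seen were the mean log2 CPM of the acinar list as a covariate, the analysis without HFC 31, HFT 1 and HFT 30, and an unadjusted p under 0.05 for the diet change. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

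The genes named in the text follow a rule set before the data were examined. They are the 10 genes with the largest rise and the 10 with the largest fall among genes past the threshold (0 in each comparison), every gene the paper names, and the 4 members of each list with the smallest p in a comparison.

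The steps were tested on simulated data drawn from the means and library sizes of the real libraries. With the spread of all libraries, edgeR recovered 0 of 67, 22 of 67 and 45 of 66 genes changed by 1, 2 and 3 log2 units between HFC and CDC. Between HFT and HFC it recovered 0, 20 and 44 of them, and between HFT and CDC 1, 24 and 56. It called 1, 4 and 3 unchanged genes in these comparisons, where DESeq2 called 129, 103 and 97. A list of cell cycle genes raised by 0.5 log2 units passed camera in each comparison, and at most 1 of the other lists did. The simulated genes were drawn independently of each other. The simulation therefore cannot show how often camera at the preset correlation passes unchanged lists whose genes vary together. The published set of 94 genes and the supplementary figures were not used here.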

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

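The tests of acinar tissue, of β-cell loss, of dilution, of the diet, of the single HFC library and of the acinar covariate were chosen after the results were seen, and only the regrouping of the HFT and CDC libraries was set before.

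Markers of acinar cells, which the paper's main text does not analyse, stood above their level in the chow controls at 12.3% of counts in HFC 31, 17.1% in HFT 1 and 10.3% in HFT 30. Markers of stellate cells and fibroblasts, also outside the genes the paper's main text discusses, stood above the controls at 0.553% of counts in HFC 31 and 0.315% in HFT 30.

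The diet alone as the cause of the high acinar counts is argued against, since HFC D30 and HFT G22 were at 0.167% and 0.129% of counts on the same diet. These 2 libraries lay above every CDC library (0.0441% to 0.0715%), with the acinar list at 1.71 and 1.29 against CDC, so a smaller rise with the diet stays open, with 1 library in each group. A loss of β-cells with all other cell types kept is argued against as well, since endothelial, macrophage and α-cell markers would then rise alike with the acinar markers, and the highest of their mean log2 differences from CDC in the 3 libraries was 0.80 (macrophage markers in HFT 30). Acinar tissue carried over with the islets cannot be told apart from acinar RNA of another source, since the 38 of 39 acinar markers, all but Bhlha15, that were at least 10 times higher in each of the 3 libraries than in any of the other 5 would be high with either. Duct markers, which were not used to pick these libraries, stood at 3.31, 3.09 and 3.00 against CDC in HFC 31, HFT 1 and HFT 30. They stood at 0.20 and −0.10 in HFC D30 and HFT G22. These values argue against a change confined to acinar markers. A change of the acinar cells that also raises duct markers or a different isolation day stays open, as no label records either.

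β-cell genes fell unevenly in the same libraries. The diet as the cause in every fed mouse is argued against by HFC D30, on the same diet without the vector. Its β-cell list stood −0.12 from CDC on the log2 scale. HFT G22 stood at −0.035, but it had received the vector, so a diet effect undone by the vector would look alike. Dilution of β-cell RNA by other RNA cannot be told apart from a loss of β-cell identity, since only 1 of the 48 genes, Slc2a2, lay over 1 log2 unit further below CDC than Ins1 and Ins2 in all 3 libraries. Only 3 libraries keep this open.

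The direction of 16 pathway lists between HFT and HFC was weighed last, leaving out the K_ATP_ channel and minor hexokinase lists of 4 genes each, which also turned without HFC 31 (−0.40 and 2.07) and without HFT G22 (−0.099 and 0.25). A single HFC library as the cause cannot be told apart from the weight of HFT G22, since 9 of the 16 lists turned without HFC 31, 1 without HFC D30 and 13 without HFT G22. The acinar share cannot be decided on either. With the acinar level as a covariate 0 of the 16 lists turned, but that fit removes only changes linear in the log2 acinar level. Without the 3 libraries of high acinar counts 8 of the 16 turned, with 1 library left on each side. The lower insulin content of HFC 31 (2.57% of counts in Ins1 and Ins2) stays open as well. The GCK vector cannot be told apart from the difference between single libraries, since 8 of the 16 lists kept their direction in HFT G22 against HFC D30, with 1 library on each side.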

How the results depend on the processing

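The tests with the acinar level as a covariate, without the 3 libraries of high acinar counts and with an unadjusted p for the diet change were chosen after the results were seen, and the other alternatives were set before the data were examined. The limits come from the spread between libraries and not from depth, since each library holds at least 87915410 gene counts. No paired analysis was possible because the groups share no replicate numbers. Leaving out an HFC library leaves 1 library in that group, which is then assumed to vary like the other groups. Without the 3 libraries of high acinar counts HFC is HFC D30 alone and HFT is HFT G22 alone, so the CDC libraries supply all of the spread, and what passes or stops passing there describes these single libraries and not the groups. The cause of each change below was not tested, apart from the smaller numbers of libraries where libraries are left out. Direction and side of the threshold stayed the same for all 79 results run with RLE size factors, 106 with library size only, 79 without the low-count filter and 73 with at least 10 counts in every library. In other settings the same held for only part of the results run. These were 102 with only the 2 compared groups in the fit, 88 with limma on log2(RPKM + 1), 68 with limma on log2(RPKM + 0.1), 65 with DESeq2, 69 with the acinar covariate and 65 without the 3 libraries. Among the results that changed, 21 turned in sign with the acinar covariate and 21 without the 3 libraries. With no diet gene past the threshold in edgeR, the share moved back had no value in any edgeR setting it was run in that was set before the data were examined. It was not computed with DESeq2, which called diet genes, or with limma. The unfolded protein response list kept its direction in every setting run, between −0.82 without HFC D30 and −0.28 without HFC 31 for HFC against CDC, and passed the threshold in all but the estimated correlation and fry.

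Without the 3 libraries of high acinar counts these values turned in sign: between HFC and CDC Gck 0.10, Ins1 0.030, Pdx1 0.051, Slc2a2 0.017, and between HFT and HFC Abcc9 −1.31, β-cell list 0.079, calcium and mineral absorption −0.12, cAMP signaling −0.19, Ccnd2 −0.066, dopaminergic synapse −0.015, glucose-responsive genes −0.11, Hkdc1 −0.60, insulin secretion −0.19, insulin signaling −0.050, Irs2 −0.029, K-ATP channel −0.46, Kcnj8 −1.01, Pdx1 0.047, phosphatidylinositol signaling −0.017, voltage-dependent Ca channel −0.14, and between HFT and CDC Gck 0.23. In that setting these lists newly passed the threshold: between HFT and HFC β-cell list 0.079, glycolysis −0.31, minor hexokinases −1.45, phosphatidylinositol signaling −0.017. In that setting these lists no longer passed it: between HFC and CDC β-cell list −0.15. With the acinar level as a covariate these values turned in sign: between HFC and CDC Aldh3a1 −0.67, β-cell list 0.027, Fbp2 −0.35, Galm −0.16, Gck 0.27, glycolysis −0.11, Hk1 −0.86, Hk2 −0.64, Hkdc1 −1.03, Ins1 0.26, Kcnj11 0.17, Krt19 −0.40, Pdx1 0.36, Slc2a2 0.79, and between HFT and HFC β-cell list 0.64, Hkdc1 −0.29, Ins1 0.38, Ins2 0.49, Kcnj8 −0.22, Pdx1 0.68, and between HFT and CDC Gck 0.61. In that setting these lists newly passed the threshold: between HFT and HFC apoptosis −0.13, β-cell list 0.64, cell cycle −0.19, DNA replication −0.25, dopaminergic synapse 0.16, glucose-responsive genes 0.30, insulin secretion 0.28, insulin signaling 0.14, long-term depression and potentiation 0.18, minor hexokinases −0.67, p53 signaling −0.20, phosphatidylinositol signaling 0.17, voltage-dependent Ca channel 0.38. In that setting these lists no longer passed it: between HFC and CDC acinar cell markers 0.17, β-cell list 0.027, oxidative phosphorylation 0.11, and between HFT and CDC acinar cell markers 0.16. With limma on log2(RPKM + 1) these values turned in sign: between HFC and CDC Kcnj8 0.0079, and between HFT and HFC β-cell list 0.35, Ins1 0.099, Ins2 0.20, Kcnj8 −0.033, Pdx1 0.26. In that setting these lists newly passed the threshold: between HFT and HFC β-cell list 0.35, cell cycle −0.052, DNA replication −0.10, glucose-responsive genes 0.23, insulin secretion 0.21, phosphatidylinositol signaling 0.10. With limma on log2(RPKM + 0.1) these values turned in sign: between HFC and CDC Kcnj8 0.051, and between HFT and HFC Ins1 0.099, Ins2 0.20, Kcnj8 −0.19, Pdx1 0.30. With only the 2 compared groups in the fit these values turned in sign: between HFT and HFC voltage-dependent Ca channel −0.094. The number of genes changed was 0 with edgeR in the comparisons of HFC with CDC, HFT with HFC and HFT with CDC (1378, 82 and 1303 at an unadjusted p under 0.05), 293, 3 and 469 with DESeq2 and 23, 26 and 406 with edgeR without the 3 libraries of high acinar counts. Without the 3 libraries of high acinar counts the Gck median RPKM of HFT as percent of CDC was 116%. With an unadjusted p under 0.05 for the diet change, 1070 genes moved back in HFT. Oxidative phosphorylation, at 0.45 between HFC and CDC and −0.22 between HFT and HFC, no longer passed the threshold in edgeR's camera with an estimated correlation (adjusted p = 0.546 and 0.924) or in fry on the edgeR fit (adjusted p = 0.371 and 0.99). With GAGE's statistic on edgeR values its 0.45 between HFC and CDC did not pass either (adjusted p = 0.765). With the estimated correlation and in fry the β-cell list between HFC and CDC (adjusted p = 0.546 and 0.371) and the acinar list between HFC and CDC (adjusted p = 0.546 and 0.371) and between HFT and CDC (adjusted p = 0.738 and 0.564) no longer passed either. The acinar covariate is built from the acinar list, so the acinar list is bound to shrink with it. With that covariate the δ- and PP-cell list no longer passed edgeR's camera either, at −0.51 between HFC and CDC (adjusted p = 0.072) and −0.54 between HFT and CDC (adjusted p = 0.172). Phosphatidylinositol signaling, without the 3 libraries, passed as higher in edgeR's camera beside a mean of −0.017. Named genes included, 14 results newly passed the threshold with their direction kept with DESeq2, 18 without the 3 libraries and 12 with the acinar covariate.

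Leaving out 1 library at a time, the values ranged between HFC and CDC as follows: Abcc9 −0.65 to 0.82, Gck −1.45 to 0.097, Ins1 −2.49 to 0.025, Kcnj8 −0.23 to 0.41, Pdx1 −3.48 to 0.046, Slc2a2 −4.96 to 0.011. Leaving out 1 library at a time, the values ranged between HFT and HFC as follows: Abcc8 −0.61 to 2.49, Abcc9 −0.73 to 1.05, apoptosis −0.22 to 0.56, β-cell list −0.80 to 2.02, Ca/calmodulin-dependent kinase pathway −0.050 to 0.23, Cacna2d3 −1.37 to 0.18, calcium and mineral absorption −0.022 to 0.76, cAMP signaling −0.10 to 0.40, Ccnd2 −0.53 to 1.13, cell cycle −0.29 to 0.47, DNA replication −0.51 to 0.49, dopaminergic synapse −0.090 to 0.57. In the same setting they ranged between HFT and HFC as follows: Gck −0.50 to 1.04, glucose-responsive genes −0.13 to 0.93, glycolysis −0.10 to 0.41, Hk1 −0.89 to 0.99, Hk2 −1.25 to 2.31, Hkdc1 −0.83 to 5.78, Ins1 −0.93 to 1.60, Ins2 −0.94 to 1.84, insulin secretion −0.26 to 0.92, insulin signaling 0.048 to 0.38, Irs2 −0.13 to 1.89, K-ATP channel −0.40 to 1.43. In the same setting they ranged between HFT and HFC as follows: Kcnj11 −0.80 to 2.23, Kcnj8 −0.80 to 0.38, long-term depression and potentiation −0.14 to 0.52, minor hexokinases −0.82 to 2.07, oxidative phosphorylation −0.33 to 0.015, p53 signaling −0.34 to 1.02, Pdx1 −1.30 to 2.50, phosphatidylinositol signaling −0.060 to 0.52, Slc2a2 −2.52 to 4.05, voltage-dependent Ca channel −0.42 to 1.51.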

Differences from the paper's values

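All values below are of alternatives set before the data were examined, except those with the acinar covariate or without the 3 libraries of high acinar counts. These were chosen after the values were seen.

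The paper gives the median Gck RPKM of HFC as 42% of CDC, and the deposited values give 74.1%. The difference stays with means in place of medians (72.6%), with TMM CPM (73%), without CDC 11, 21 or 23 (75.9%, 70.2% and 71.8%) and without HFC 31 (110%). Without HFC D30 the value is 37.9%, which is within 1.5 times of the paper's. For HFT the paper gives 53% and the deposited values give 58.0%, which do not differ by this rule, nor do the means (74.9%). Without HFT 1 (85.7%) or HFT 30 (87.2%) the values do differ from the paper's, so the agreement rests on which HFT libraries are kept. The median Gck RPKM of CDC is about 47 in Fig. 5G, read by eye, and 30.0 in the deposited values. It is 30.6 as a mean, 29.3 without CDC 11 and 30.9 without CDC 23, which differ from the figure too. Without CDC 21 it is 31.7, still below the figure but within 1.5 times of it. Read in the same way, the figure's medians are about 20 in HFC and 25 in HFT, against 22.2 and 17.4 in the deposited values. The HFC median thus lies close to the figure's, while the CDC and HFT medians both lie below it.

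The paper places Gck in HFT above HFC, and it also reports this from RT-qPCR of isolated islets, which was not examined here. The deposited medians are 17.4 RPKM in HFT and 22.2 RPKM in HFC, and the means are 22.9 and 22.2 RPKM, with a log2 fold change of 0.070. The log2 fold change is 1.04 without HFC D30, 0.21 without HFT 1 and 0.30 without HFT 30, and it goes against the paper without HFC 31 (−0.50) and without HFT G22 (−0.39). With the acinar covariate it is 0.35 (adjusted p = 0.352 from edgeR), in the paper's direction. Without the 3 libraries of high acinar counts it is 0.13, also in that direction, for HFT G22 against HFC D30 alone.

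The paper calls pathways of insulin secretion, insulin signaling, cAMP and others up in HFT against HFC. The 7 lists made for them have means above 0, between 0.010 and 0.11, and none passes edgeR's camera at an adjusted p under 0.05. At an adjusted p under 0.1, insulin signaling (0.0735) and phosphatidylinositol signaling (0.0666) pass with edgeR, and insulin signaling (0.0634) passes with GAGE's statistic on the edgeR fit. Insulin secretion passes with limma on log2(RPKM + 1) and without HFT 1. Phosphatidylinositol signaling passes in these settings and without HFT 30, and insulin signaling passes without HFT 1. Fits without HFC 31 or HFC D30 leave a single HFC library, so only their direction is weighed here. The insulin secretion mean goes against the paper without HFC 31 (−0.077) and keeps the paper's direction without HFC D30. With the acinar level as a covariate, chosen after the values were seen, insulin secretion (0.28), insulin signaling (0.14), phosphatidylinositol signaling (0.17), dopaminergic synapse (0.16) and long-term depression and potentiation (0.18) pass, while oxidative phosphorylation between HFC and CDC, which the paper calls up, is dropped (0.11, adjusted p = 0.0545 from edgeR's camera).

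The paper also places voltage-dependent Ca2+ channel and glucose-responsive genes higher in HFT, and their means (0.073 and 0.12) go that way without passing. Glucose-responsive genes pass with limma on log2(RPKM + 1) and without HFT 30, the Ca2+ channel list passes without HFT 1, and both pass with the acinar covariate. In the fits that leave a single HFC library, the Ca2+ channel mean goes against the paper without HFC 31 (−0.42). It keeps the paper's direction without HFC D30, and the glucose-responsive mean keeps it in both fits.

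The paper calls cell cycle, DNA replication, p53 signaling, apoptosis, glycolysis and oxidative phosphorylation down in HFT against HFC. Their means are below 0, and oxidative phosphorylation passes at the preset correlation, but not with an estimated correlation (adjusted p = 0.924 from edgeR's camera). Cell cycle (0.0665) and DNA replication (0.0605) pass edgeR's camera at an adjusted p under 0.1, and both pass at 0.05 with limma on log2(RPKM + 1) and without HFT 1 or HFT 30. Glycolysis passes without HFT 1. Without HFC 31, which leaves a single HFC library, the means of all these lists lie above 0, against the paper's direction. Among them are p53 signaling (1.02), apoptosis (0.56), DNA replication (0.49) and oxidative phosphorylation (0.015). Without HFC D30, which also leaves a single HFC library, all but glycolysis keep the paper's direction. With the acinar level as a covariate, chosen after the values were seen, cell cycle (−0.19), DNA replication (−0.25), p53 signaling (−0.20) and apoptosis (−0.13) pass.

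The paper calls glycolysis up in HFC against CDC, and the list has a mean of 0.56 that does not pass (adjusted p = 0.207 from edgeR's camera), with oxidative phosphorylation passing at 0.45 (adjusted p = 0.546 with an estimated correlation). The paper places the minor hexokinases lower in HFT than in HFC. Hk1 (−0.24), Hk2 (−0.37) and Hk3 (−0.47) go that way and Hkdc1 (0.15) does not. The list, with a mean of −0.23, passes without HFT 30 (−0.82), and it passes with the acinar covariate (−0.67), chosen after the values were seen.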

Other observations

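The test that regroups the HFT and CDC libraries was set before the results were seen, and the values with the acinar level as a covariate come from tests chosen after.

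Genes of the unfolded protein response, which fold and clear proteins in the endoplasmic reticulum, were lower in islets from HFD mice with or without the vector than in chow islets. The paper's main text does not report this, and its supplementary figures were not examined. Creld2, a stress-induced endoplasmic reticulum protein, was at 78.6 ± 11.1 RPKM (SD, n = 3) in CDC, 39.6 ± 9.48 RPKM (SD, n = 2) in HFC and 43.4 ± 8.80 RPKM (SD, n = 3) in HFT, and every library from a HFD mouse was below every CDC library. Creld2 was named for its small p within the list, so this separation adds no support for the list. Its log2 fold change was −1.004 between HFC and CDC (standard error 0.27, adjusted p = 0.478 from edgeR) and −0.85 between HFT and CDC (standard error 0.24, adjusted p = 0.518 from edgeR). The co-chaperone gene Dnajc3 (120, 62.0 and 69.9 RPKM in CDC, HFC and HFT), the disulfide isomerase gene Pdia4 (113, 67.9 and 62.7 RPKM) and the ubiquitin ligase gene Syvn1 (28.8, 17.0 and 19.5 RPKM) showed the same order between chow and HFD. Sdf2l1 (−1.38, standard error 0.41) and Manf (−0.86, standard error 0.27) were lower in HFT than in CDC with adjusted p = 0.518 from edgeR. Of 36 genes of the list, 30 were lower in HFC than in CDC (mean −0.41, adjusted p = 7.78e-08 from edgeR's camera, adjusted p = 0.546 with an estimated correlation) and 28 lower in HFT than in CDC (mean −0.37, adjusted p = 3.27e-08 from edgeR's camera, adjusted p = 0.738 with an estimated correlation). Over all genes and over the list alone edgeR called 0 of them, with 9 and 11 lower and 1 and 1 higher at an unadjusted p under 0.05, and DESeq2 called 0 and 2. The mean against CDC was −0.81 in HFC 31, −0.28 in HFC D30, −0.23 in HFT 1, −0.58 in HFT 30 and −0.50 in HFT G22, so it was also lower in the 2 libraries with little acinar RNA. Without HFC D30 it was −0.82 in HFC. Between HFT and HFC the mean was 0.039 (adjusted p = 0.459 from edgeR's camera).

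Markers of δ- and PP-cells, which make somatostatin and pancreatic polypeptide, were lower in all HFT libraries than in CDC, which the paper's main text does not report. Sst was at 1996 ± 182 RPKM (SD, n = 3) in CDC and 599, 738 and 605 RPKM in HFT 1, 30 and G22 (log2 fold change −1.63, standard error 0.53, adjusted p = 0.518 from edgeR). Ppy (−1.53, standard error 0.49), the transcription factor gene Hhex (−0.93, standard error 0.28) and Rbp4 (−1.47, standard error 0.49) were lower as well, with adjusted p = 0.518 from edgeR. Of 11 markers 10 were lower (mean −1.08, adjusted p = 4.2e-06 from edgeR's camera, adjusted p = 0.738 with an estimated correlation). The list no longer passed with the acinar level as a covariate, at −0.54 in HFT (adjusted p = 0.172 from edgeR's camera) and −0.51 in HFC (adjusted p = 0.072 from edgeR's camera). In HFC the mean was −0.78 (adjusted p = 0.000772 from edgeR's camera, adjusted p = 0.546 with an estimated correlation), at −1.98 in HFC 31 and −0.14 in HFC D30. The fit without HFC 31, which leaves a single HFC library, gave −0.19. α-cell markers were at −1.37 in HFT G22 and −0.45 and −0.40 in HFT 1 and 30. Endothelial markers were at −1.09 in HFT G22 and at 0.47 and 0.45 in HFT 1 and 30.

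The paper measures Irs2, an insulin receptor substrate, and Ccnd2, which encodes cyclin D2, in Min6 cells. In islets, Irs2 had a log2 fold change of −1.02 between HFC and CDC (standard error 0.54, adjusted p = 0.478 from edgeR) and 0.55 between HFT and HFC (standard error 0.53, adjusted p = 1 from edgeR). Ccnd2 had −0.96 (standard error 0.51, adjusted p = 0.478 from edgeR) and 0.072 (standard error 0.50, adjusted p = 1 from edgeR). Both values between HFT and HFC turned with the HFC library kept. Irs2 was at −0.13 without HFC 31 and 1.89 without HFC D30, and Ccnd2 at −0.53 and 1.13.

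Between HFC and CDC, edgeR's camera at the preset correlation passed further lists, each with an adjusted p of 0.546 to 0.653 with an estimated correlation. Higher were cytosolic ribosomal proteins (mean 1.29, adjusted p = 3.11e-19), stellate and fibroblast markers (2.93, adjusted p = 2.67e-07), duct markers (3.00, adjusted p = 0.00369), fatty acid oxidation (1.07, adjusted p = 0.00214), dedifferentiation and disallowed genes (2.102, adjusted p = 0.00441), immediate early genes (1.31, adjusted p = 0.00811), inflammation (1.03, adjusted p = 0.0354), p53 signaling (1.23, adjusted p = 0.00588), apoptosis (0.69, adjusted p = 0.0138) and DNA replication (0.51, adjusted p = 0.0166), all with edgeR. Lower with edgeR were α-cell markers (−0.61, adjusted p = 0.000724), insulin secretion (−0.21, adjusted p = 0.000171), voltage-dependent Ca2+ channels (−0.79, adjusted p = 5.52e-05), glucose-responsive genes (−0.12, adjusted p = 0.0032), phosphatidylinositol signaling (−0.071, adjusted p = 0.0124) and long-term depression and potentiation (−0.11, adjusted p = 0.0157). Not passing were cell cycle (0.60), cholesterol synthesis (−0.19), interferon response (0.13), endothelial (0.10), macrophage (0.22), lymphocyte (0.76), Schwann cell and neuron (0.015), adipocyte (0.84) and erythroid markers (−0.013) and the hypoxia response (0.80). HFC 31 and HFC D30 stood apart in these lists, at 1.88 and 0.27 against CDC for ribosomal proteins, 3.88 and 0.43 for stellate, 3.31 and 0.20 for duct, 1.30 and 0.23 for fatty acid oxidation, 2.62 and 0.12 for dedifferentiation, 1.88 and 0.00082 for immediate early genes, 1.71 and −0.18 for inflammation, 1.43 and 0.050 for p53, 0.84 and 0.055 for apoptosis and 0.87 and −0.13 for DNA replication. The lower lists were at −1.86 and −0.10 for α-cells, −1.03 and −0.049 for insulin secretion, −1.82 and −0.24 for Ca2+ channels, −0.90 and −0.082 for glucose-responsive genes, −0.47 and 0.014 for phosphatidylinositol signaling and −0.57 and −0.065 for long-term depression and potentiation. Without HFC 31 these lists rest on HFC D30 alone, and the ribosomal protein mean was then 0.27. Inflammation did not pass edgeR's camera without CDC 21 (0.95, adjusted p = 0.0951). Under the acinar covariate the means of all the higher lists named here fell below 0, and of the lower lists α-cell markers (−0.62, adjusted p = 0.00449) and glucose-responsive genes (−0.21, adjusted p = 0.0388) still passed edgeR's camera.

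Between HFT and HFC, cytosolic ribosomal proteins (−0.37, adjusted p = 1.2e-09), stellate and fibroblast markers (−1.20, adjusted p = 1.2e-09) and acinar markers (0.55, adjusted p = 0.0111) passed edgeR's camera, with an adjusted p of 0.924 with an estimated correlation. In HFC 31, HFC D30, HFT 1, HFT 30 and HFT G22, in this order, the means against CDC were 1.88, 0.27, 1.33, 1.17 and −0.16 for ribosomal proteins, 3.88, 0.43, 0.75, 3.07 and −0.63 for stellate and fibroblast markers and 7.87, 1.71, 8.41, 7.49 and 1.29 for acinar markers. Without HFC 31, which leaves a single HFC library, the means turned to 0.65 for the ribosomal list and 1.49 for the stellate list. The acinar mean turned to −0.38 without HFC D30, which also leaves a single HFC library. The acinar list no longer passed without HFT 1 (−0.40, adjusted p = 0.175 from edgeR's camera) or HFT 30 (0.51, adjusted p = 0.479 from edgeR's camera). The ribosomal list no longer passed without HFT G22 (−0.034, adjusted p = 0.502 from edgeR's camera). With the acinar level as a covariate the acinar list, from which that level is built, no longer passed (−0.0077, adjusted p = 0.921 from edgeR's camera). In that fit dedifferentiation (−0.45), inflammation (−0.48), duct (−0.26), endothelial (−0.29), immediate early (−0.17) and hypoxia (−0.20) lists newly passed as lower in HFT. The other lists did not pass: interferon response (0.31), inflammation (−0.27), dedifferentiation and disallowed genes (−0.16), cholesterol synthesis (−0.019), fatty acid oxidation (−0.035), immediate early genes (0.18), hypoxia response (−0.089) and markers of duct (−0.12), α- (0.017), δ- and PP- (−0.30), endothelial (−0.0065), macrophage (−0.052), lymphocyte (−0.10), Schwann (0.34), adipocyte (−0.36) and erythroid cells (−0.20).

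The 6 HFT and CDC libraries can be divided into 2 groups of 3 in 10 ways. All 10 called as many genes as the real division, which called 0 with edgeR (1303 at an unadjusted p under 0.05), and the highest number for any other division was 0. With 0 genes called in the real division every division must match it, so this count cannot decide. At an unadjusted p under 0.05 the divisions with CDC 11, CDC 23 and HFT G22 (1431) or CDC 11, HFT 1 and HFT 30 (1317) on 1 side exceeded the real one with edgeR. Divisions with HFT 1 and HFT 30 on the same side, the real one included, gave 1012 to 1431 such genes. Divisions that part these libraries gave 30 to 182. The unadjusted counts thus followed the placing of HFT 1 and HFT 30, the HFT libraries with high acinar counts. With so few divisions the regrouping cannot place the real division among the highest 0.05 of them.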
